# Mechanical strain determines the site-specific localization of inflammation and tissue damage in arthritis

**DOI:** 10.1038/s41467-018-06933-4

**Published:** 2018-11-05

**Authors:** Isabelle Cambré, Djoere Gaublomme, Arne Burssens, Peggy Jacques, Nadia Schryvers, Amélie De Muynck, Leander Meuris, Stijn Lambrecht, Shea Carter, Pieter de Bleser, Yvan Saeys, Luc Van Hoorebeke, George Kollias, Matthias Mack, Paul Simoens, Rik Lories, Nico Callewaert, Georg Schett, Dirk Elewaut

## Abstract

Many pro-inflammatory pathways leading to arthritis have global effects on the immune system rather than only acting locally in joints. The reason behind the regional and patchy distribution of arthritis represents a longstanding paradox. Here we show that biomechanical loading acts as a decisive factor in the transition from systemic autoimmunity to joint inflammation. Distribution of inflammation and erosive disease is confined to mechano-sensitive regions with a unique microanatomy. Curiously, this pathway relies on stromal cells but not adaptive immunity. Mechano-stimulation of mesenchymal cells induces CXCL1 and CCL2 for the recruitment of classical monocytes, which can differentiate into bone-resorbing osteoclasts. Genetic ablation of *CCL2* or pharmacologic targeting of its receptor CCR2 abates mechanically-induced exacerbation of arthritis, indicating that stress-induced chemokine release by mesenchymal cells and chemo-attraction of monocytes determines preferential homing of arthritis to certain hot spots. Thus, mechanical strain controls the site-specific localisation of inflammation and tissue damage in arthritis.

## Abstract (web summary)

Pro-inflammatory factors implicated for the onset of arthritis often have systematic effects, yet arthritis symptoms are mostly limited to the joints. Here the authors show that mechanical strain at the joints promotes the recruitment of monocyte and their differentiation into bone-eroding osteoclast to contribute this tissue specificity.

## Introduction

While many of the molecular inflammatory processes leading to arthritis have been unravelled in the last two decades, the reason why inflammation homes to the joints, affects highly distinct anatomical regions and conveys a patchy clinical pattern affecting only some joints is still enigmatic. Key pro-inflammatory molecular pathways identified to induce arthritis such as TNFα, IL-1, IL-6, and IL-17/23 rather act systemically in triggering the onset and progression of the disease but give little hint why arthritis affects certain joints more often than others^1^. Also, master switches of immune regulation such as TGF-beta and IL-10 and those triggering resolution of arthritis like IL-9 do not provide a conclusive answer why the joints and not other organs are primarily targeted by the inflammatory process and why certain anatomical regions are more often affected than others^2^. Nonetheless, advanced imaging studies in humans have unequivocally shown that inflammation of joints, neighboring and around the joints affects certain predilection sites in the joints leading to a patchy pattern of the disease^3,4^.

Therefore, new concepts are required explaining localisation of inflammation and bone damage in diseases such as arthritis. The answers to these questions, however, may not exclusively lie in pathways related to the immune response. Notably the joints resemble unique sites for the integration of mechanical forces and biological signals. This feature allows the joints and adjacent tissue such as the bones to functionally adapt to changes in physical activity^5–7^. Hence, biomechanical forces may provide an elegant explanation for organ-specific and site-specific inflammation and bone damage as it is typically observed in experimental and human arthritis^8^. However, up till now, data supporting the concept that biomechanical forces determine the site-specificity of inflammation and bone disease in arthritis are scarce as no systematic investigations of the micro-anatomical and functional factors have been conducted.

Here we reveal that biomechanical loading acts as a decisive factor in determining the transition from systemic autoimmunity to localized joint inflammation. Hind paw unloading prevents the onset of collagen-induced arthritis (CIA) without impairing the induction of anti-collagen specific antibodies. Conversely, excess mechanical load by voluntary running accelerates the onset of arthritis induced by passive transfer of anti-collagen specific antibodies. Importantly, this mechano-sensitive pathway for induction of arthritis does not rely on adaptive immunity. By contrast, mechano-stimulation of mesenchymal cells induces the production of CXCL1 and CCL2 and recruitment of classical monocytes that may differentiate into bone-resorbing osteoclasts. Accordingly, the first bone erosions develop at mechano-sensitive zones both in mice and men. In sum, our data implicate a crucial role for mechanostress as a driver for the conversion of the autoimmune to tissue localisation of arthritis and explain the particular anatomical pattern of bone disease in arthritis.

## Results

### Mechanostress controls arthritis onset and effector phase

In an effort to examine the impact of biomechanical factors in arthritis we performed hind limb unloading experiments vs. voluntary running and respective control conditions in CIA a standard model of experimental inflammatory arthritis. Joint disease was induced by immunizing C57BL/6 mice with heterologous collagen type II. Animals were exposed afterwards to different loading conditions. At day 22 after the primary immunization, mice were either tail-suspended to avoid hind limb loading (CIA unloaded) or kept in control cages (CIA control) for a period of 4 weeks. None of the unloaded mice developed clinical arthritis at their unloaded hind paws. By contrast, arthritis incidence of hind paws of control mice steadily increased throughout the experiment (Fig. 1a). Likewise hind paw arthritis scores were significantly different between CIA unloaded mice and controls (Fig. 1b). Histological assessment of hind paws showed significant differences in total inflammation scores between unloaded and control mice, most strikingly around the Achilles tendon and the ankle joint (Fig. 1e). As an internal control, we also evaluated the incidence and frequency of arthritis at the loaded front paws. In marked contrast, the front paws exhibited a similar degree of arthritis in CIA unloaded mice and controls (Fig. 1d). In line with this observation, synovial joint inflammation could be readily observed in both treatments in the front paws of both treatments (Fig. 1e lower panel) but not in the hind paws (Fig. 1e upper panel).

**Fig. 1:**
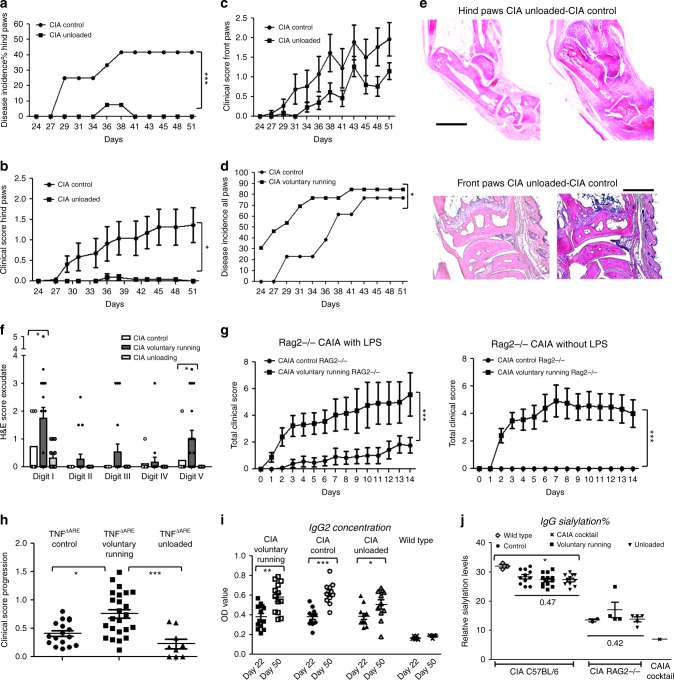
Mechanical loading controls onset of joint inflammation in active (CIA) and passive (CAIA) induced arthrits. **a**, **b** Respectively incidence and clinical scores of collagen-induced arthritis (CIA) in C57BL/6 mice at hind paws in unloaded vs. control conditions; survival analysis, mixed models repeated measurements (MMRM); *n* = 13/groups. **c** Front paws clinical scores in CIA unloaded mice vs. controls are similar, MMRM, *n* = 13/group. **d** Disease incidence (all paws included) of controls compared to voluntary running mice, survival analysis, *n* = 13/group. **e** H&E staining of the hind paws from unloaded vs. loaded CIA mice (CIA control) shows respectively absence and presence of inflammation. The front paws show comparable inflammation at the wrist joint of both groups. Scale bar hind paws 1 mm, front paws 0.25 mm. **f** H&E staining of hind paws shows more inflammation of voluntary running mice at digit I and digit V compared to control and unloaded mice, Mann–Whitney-*U* (MWU). **g** Collagen antibody induced arthritis (CAIA) treated Rag2−/− mice with or without lipopolysaccharide (LPS). Total clinical score of CAIA of voluntary running vs. control conditions is shown, MMRM, *n* = 6–13 mice/group, pooled data of three independent experiments for with LPS condition. **h** Disease progression of TNF^∆ARE^ mice during 2–3 weeks in condition (control (*n* = 16); voluntary running (*n* = 24); unloaded (*n* = 8)). Increased progression by enhanced activity (voluntary running) and slower progression by diminished activity, pooled data of three independent experiments, Kruskall-Wallis (KW) and post-test. **i** Anti- Collagen type 2 IgG2a levels at day 22 and 51 after the CIA initiation shows significant increase of these antibodies throughout the experiment regardless of the loading conditions, MWU, *n* = 13/group. **j** IgG relative sialylation levels, is shown for C57BL/6 wild type (*n* = 3; day 35) mice, CIA C57BL/6 (*n* = 11/condition, day 35) and CAIA RAG2−/− (*n* = 2–5/condition, day14) mice under different mechanical loading conditions which induced no differences in IgG sialylation level. In contrast, CIA caused a decreased sialylation level compared to wild type C57BL/6 samples, KW (day 35). The sialylation level of the CAIA cocktail is shown to be very low. Error bars show the mean ± s.e.m., if not mentioned otherwise data are representative for two independent experiments.*p < 0.05, **p < 0.01, ***p < 0.001

In order to evaluate the impact of increased biomechanical loading, experiments were designed to promote voluntary running by housing animals in cages with running wheels. To control for putative differences in distances, we monitored the average distances by registering the number of running wheel spins per day per mouse. In non-arthritic control mice average running distance was 3.5 km per day (mean of 8 C57BL/6 mice). Mice were induced for CIA and allowed to run voluntarily (CIA voluntary running) from day 22 after CIA initiation until they were sacrificed at day 51, while controls were kept in cages without running wheels (CIA control). As anticipated, CIA mice had a significantly lower mean running distance/day compared to non-arthritic control mice (mean 2.5 km/day). A marked accelerated onset was noted in voluntary running group vs. the control group (Fig. 1e). Enhanced arthritis was mirrored by significantly more inflammation in the forefoot of the hindpaw, mainly at digit I and digit V (Fig. 1f). Voluntary running conditions were also initiated at earlier time points starting 1 day after primary immunization which showed comparable results (Supplementary Figure1a).

To test whether biomechanical force-induced homing of inflammation to the joints represents a common principle of arthritis we extended our experiments to another model of arthritis, collagen antibody induced arthritis (CAIA), which only mimics the effector phase of the disease. CAIA was induced in T-cell and B-cell deficient Rag2−/− mice challenged by lipopolysaccharide (LPS) and anti-collagen type 2 antibody (CAIA) cocktail. Voluntary running markedly aggravated CAIA in Rag2−/− mice suggesting that mechanical strain primarily impacts the effector phase of arthritis independently of adaptive immunity (Fig. 1g left panel). In the absence of prior LPS stimulation typically required to induce CAIA (Fig. 1g right panel) only voluntarily running mice developed arthritis suggesting that the effector phase of arthritis does not require exogenous TLR ligand engagement under running conditions. Finally, the aggravating role of voluntary running was also confirmed in a third model of arthritis. Hence, in an TNF-overexpression model of arthritis (TNF^***Δ****ARE*^ mice), which resembles an effector model of arthritis with features partly resembling human spondyloarthritis (SpA), mice that had been voluntarily running developed significantly exacerbated disease (Fig. 1h)). Thus, mechanical loading controls the threshold for onset and severity of arthritis in a variety of different experimental arthritis models including those mimicking the effector phase of disease.

### Mechanostress does not affect autoantibody production

One of the prominent features of some forms of experimental arthritis and human rheumatoid arthritis (RA) is the development of humoral autoimmunity before disease onset. This process is reflected by the development of anti-collagen type 2 antibodies before the onset of CIA. We therefore sought to evaluate whether biomechanical loading impacts the levels of anti-collagen antibodies during CIA. Therefore, anti-collagen type 2 IgG1 and IgG2 concentrations were determined at day 22 and at the end of the experiment. Anti-collagen antibodies increased significantly during the course of CIA regardless of biomechanical loading regime (Fig. 1i; Supplementary Figure 1b). Recently, it was shown that IL-23 unlocks autoantibody activity through modulating IgG glycosylation patterns by decreasing sialylation of arthritogenic antibodies^9^. This parallels changing galactosylation during autoimmune arthritis^10^. In theory, biomechanical loading could affect galactosylation as well as sialylation. However, as shown in Fig. 1j, no differences in relative sialylation levels in response to mechanical loading were found in CIA and CAIA. Similar findings were observed in wild-type mice (voluntary running compared to control, Supplementary Figure 1c). Additionally, increased or decreased biomechanical loading did not affect galactosylation of IgG glycans in either CIA, CAIA or wild-type mice (Supplementary Figure 1d). Thus, while biomechanical forces have a dramatic impact on the effector phase of arthritis, they do not interfere with systemic signs of autoimmunity nor with the levels of sialylation or galactosylation of Fc N-glycans on arthritogenic antibodies.

### Loading promotes erosions at biomechanically-exposed areas

A common hallmark of the different forms of arthritis in animals and humans is the early induction of bone erosions, which occur at distinct articular sites. The reason for this patchy pattern of bone damage in arthritis is not well understood but biomechanical factors have always been considered to be potentially important. We therefore applied high-resolution micro-CT techniques combined with microanatomy studies to examine where bone surface erosions primarily occur in early phases of arthritis and whether biomechanical forces modulate this pattern. We initially generated 3D micro-CT scans of bones from CIA-induced mice and quantified the degree of bone erosions in the entire foot and in each individual bone of the foot. A strong impact of biomechanical loading was noted on the development of erosions. Increased loading resulted in a tendency towards more bone erosions (Fig. 2a, b), while unloading prohibited development of erosions in the midfoot and hindfoot. Surprisingly, marked topographic differences were noted in bone erosions when individual bones were examined. Voluntary loading augmented erosion in the cuneiform I bone (the most medial bone of the midfoot) while in control conditions erosions were rarely apparent at this specific site (*p* < 0.05, MWU) (Fig. 2c, e). Similar results were obtained for the 5th metatarsal bone (MTV). In striking contrast however, other sites such as 2nd metatarsal bone, were largely unaffected by the impact of altered mechanical forces. To rule out that these findings were only secondary to differences in clinical scores we matched erosion scores of individual bones with global clinical scores. As shown in Fig. 2d, e, the regional differences between MTII and V became even more pronounced with an increased degree of inflammation, suggesting that the microanatomy could account for these observations. Overall the lateral region of the midfoot formed by the calcaneus-cuboid-MTV (CCM) joints was most prone to erosions elicited by voluntary running (Fig. 3a, b, g). 3D reconstructions of CIA voluntary running and wild type (cuboid bone) are depicted in Supplementary Movie 1 and 2. A similar effect of biomechanical forces on erosion development was also observed in the TNF^∆ARE^ model (Fig. 3c, h).

**Fig. 2:**
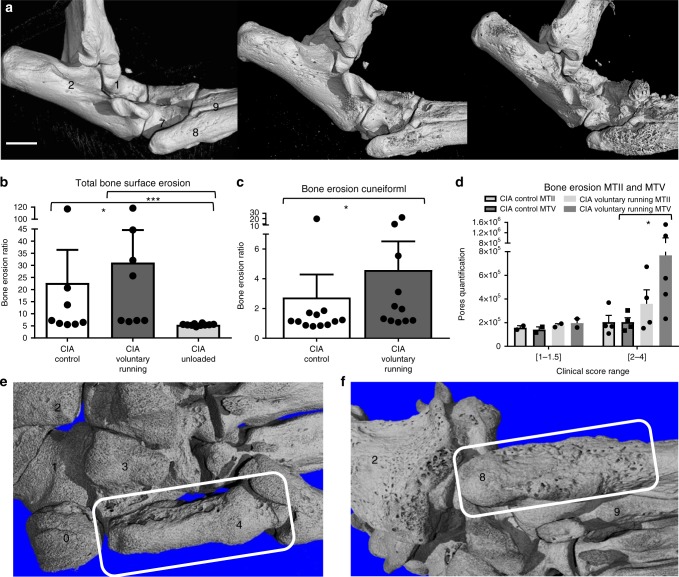
Site-specific inflammation induced erosions appear in response to mechanical stress. **a** Lateral view of micro-CT scans of CIA under voluntary running (right panel), unloaded (left panel) or control conditions (middle panel). Displayed mice had a similar clinical arthritis score. Talus (1), calcaneus (2), cuboid bone (7), MTV (8), MTIV (9). Scale bar: 1 mm. **b** Total bone surface erosion, cumulative quantification of bones in the midfoot and hindfoot shows significant increase of erosion by biomechanical loading (cuneiform I (4), navicular bone (3), cuboid bone (7), calcaneus (2), sesamoid tarsal bone (0)). CIA in voluntary running, unloaded or control conditions *n* = 8–10, KW and post-test. **c** Surface bone erosion quantification in CIA of cuneiform I for voluntary running mice shows increase vs. controls, MWU, *n* = 8–10/group. **d** Bone erosion quantification in CIA of metatarsal V and metatarsal II under voluntary running or control conditions for mice with varying degrees of clinical arthritis scores at the scanned hind paw (range 1–4, *n* = 6–7). Voluntary running causes increased bone erosion at MTV but not at MTII, significant for range 2–4 MWU. **e** Plantar view of micro-CT of cuneiform I in CIA from voluntary running mice (white rectangle). **f** Micro-CT of MTV in CIA under voluntary running conditions (white rectangle), plantar side. Error bars show the mean ± s.e.m., data are pooled from two independent experiments *p < 0.05, ***p < 0.001

**Fig. 3:**
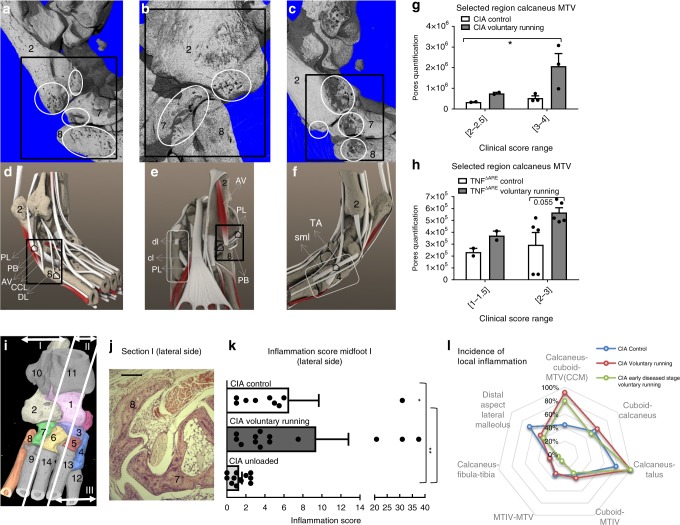
The calcaneus-cuboid-MTV (CCM) complex and cuneiform I are mechanosensitive sites. **a**, **b** Dorsolateral and plantar micro-CT views of hind paws of CIA in voluntary running mice. Black rectangle indicates CCM region, white ovals display sites of erosions. **c** Lateral micro-CT views of hind paws from TNF^∆ARE^ voluntary running mice; eroded regions are encircled. **d**–**f** Microanatomy of dorsolateral, plantar and medial side of hind paws representing all tendons, ligaments, and muscles. CCM: black rectangle, Cuneiform I: grey rectangle. Indicated tendons in the CCM region are PL peroneus longus, PB peroneus brevis, AV abductor digiti V, CCL calcaneocuboid ligament, DL extensor digitorum lateralis, TA tibialis posterior, dl distal ligament, cl cuneosesamoid ligament, sml sesamoidalMT ligament. Functional enthesis ⌂, (e.g., sites where tendon wraps around a bone pulley and associated with a tendon sheath lined by a synovial membrane, rather than insertion in the immediate vicinity of these regions). **g**, **h** Bone erosion scores in CCM region in respectively CIA and TNF^∆ARE^ mice under voluntary running or control conditions, *n* = 5; *n* = 7 each condition pooled data of two independent experiments, MWU, significance for CIA score range [2–4] and TNF^∆ARE^ score range [2–3]. **i** Schematic view of hind paws divided into three regions: I (lateral), II (axial) and III (medial). H&E sections of all regions were generated and scored accordingly. 1-Talus (light pink) 2-Calcaneus (light grey) 3-Navicular bone (purple) 4-CuneiformI (blue) 5-Cuneiform II (blown) 6-Cuneiform III (yellow) 7-Cuboid bone (green) 8-Metatarsal V (orange) 9-Metatarsal IV 10- Fibula 11-Tibia and 12-13-14-Metatarsal I-II-III. **j** H&E section in voluntary running mice: early signs of inflammation in the CCM region. Scale bar: 0.2 mm. **k** H&E micro-inflammation scores at the lateral side (region I) of the mid foot increases upon biomechanical stress, KW and post-test, significance for CIA control vs. CIA unloaded and CIA voluntary running vs. CIA unloaded. **l** Incidence of local inflammation scores at the lateral side of the midfoot and hindfoot for three groups: CIA control (blue), CIA voluntary running (red) and CIA early diseased stage voluntary running. In all conditions inflammation occurs primary at the calcaneus/talus. Voluntary running increases inflammation at several sites, most pronounced at the CCM complex. Error bars show the mean ± s.e.m., if not mentioned otherwise data are representative for two independent experiments, *p < 0.05,**p < 0.01

Because our data highlighted that erosions develop at distinct sites exposed to biomechanical stress, we next performed a microanatomy study to investigate the basis for this link (detailed information in interactive application, Supplementary Software 1). The aforementioned CCM region is composed of two joints in close proximity of each other, allowing high-level mobility and therefore high-level biomechanical stress. The same applies to the cuneiform I-MT1 region. Curiously, a synovial pouch at the CCM region and at the Cuneiform I-MTI junction was already described in the late 90′s^11^ and we confirmed these findings by in-depth histological analysis. Tendons and ligaments attach to the bone near the joint, forming an entheseal structure that overlays the synovial membrane and forms a synovio-entheseal complex^12^. Detailed analysis of these regions showed that the CCM region contains four direct tendon attachment sites and three additional contact zones with tendons (detailed anatomical description Supplementary Note 1) (Fig. 3d–f black square). At cuneiform I we mapped 4 direct tendon attachment sites and one additional contact zone with tendons (Fig. 3d–f white rectangle). In striking contrast, the 2nd metatarsal bone contains only one single small attachment site. Taken together, these data show that mechanical forces affect bones at specific sites, these sites are characterized by high-level mobility and rich in attachment sites or contact zones of tendons.

An obvious explanation for this regional distribution of erosive disease is that inflammation shows site-specific differences. To evaluate this concept we performed in-depth histologic evaluation of joints in CIA under different loading regimens (as described in Materials and methods) focussing on the midfoot and hindfoot (Fig. 3i, j). We observed that the lateral side of the hind paw is the most commonly and most severely inflamed region. Voluntary running experiments induced a parallel increase in the mean total inflammation score at this particular region (Fig. 3k, l). We next assessed the incidence of local inflammation at lateral side of midfoot and hindfoot in CIA under control and voluntary running conditions. Two regions were most prone to increased signs of inflammation after voluntary running conditions with the CCM region being the most responsive (Fig. 3l). The data were comparable in the early vs. late stage disease and reflect the distinct pattern of bone erosion observed in the micro-CT analysis (Fig. 2e, f). Overall these data support the concept that biomechanical forces promote local inflammation at mechano-sensitive sites, which subsequently leads to bone erosions.

### Mechanostressed regions prone to erosion in human arthritis

To translate our findings to human arthritis we investigated conventional radiographs of the feet from patients with RA according to the modified Sharp-van der Heijde score^13^. These analyses showed an increased prevalence of erosions at the lateral MTV compared to the central 2nd metatarsal bone in the forefoot (Fig. 4a) and the lateral CCM region compared to the central Cuneiform II-MT base II region in the midfoot (Fig. 4b, c). These observations on the distribution of bone damage in human RA mimic the situation in mice astonishingly well and suggest a common principle in site-specific inflammation and bone damage in arthritis, which is based on biomechanical exposure of the respective region.

**Fig. 4:**
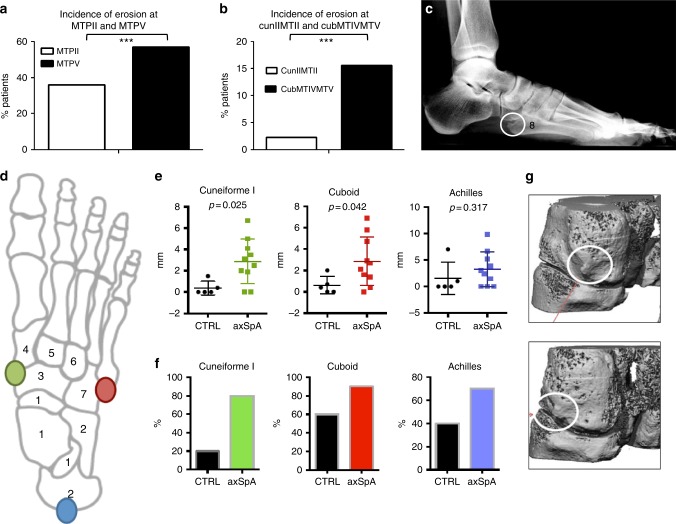
Mechano-sensitive region are prone to bone damage in human arthritis. **a**, **b** Incidence of erosion in forefoot of RA patients (*n* = 64). X-rays were scored according to the modified Sharp van de Heijde score. Comparison in erosion between the enthesis-poor MTPII and enthesis-rich MTPV joint as well as between enthesis-poor cunII-MTII and enthesis-rich cub-MTIV-MTV joint; MWU. **c** X-ray RA with erosion at base of MTV (white circle). **d** Mapping and quantification of enthesophytes was determined in patients with axial spondyloarthritis (*n* = 10) vs. healthy controls (*n* = 5). High resolution quantitative computed tomography (HR-pQCT) was conducted of feet in patients with SpA to detect hot spots of bone damage. Colored circles indicate the studied locations; green cuneiformI-navicular joint, red cuboid-MTV joint, blue calcaneus tuberosity. **f** Differences in lesion prevalence between healthy persons (black) and axSpA patients can be observed at cuneiform I (green), cuboid (red) and the Achilles tendon (blue). **e** Scores represent size of enthesophytes. axSpA patients have significant larger enthesophytes at cuneiformI (green) and cuboid bone (red), MWU. Data are shown in mm. **g** Micro-CT images of enthesis-rich cuneiform I-navicular joint (green region on figure **d**), region of enthesophyte is encircled at the medioplantar side of cuneiform I, which is exactly the attachment point of the tibialis anterior tendon. Error bars show the mean ± s.e.m., ***p < 0.001

To extend this concept we additionally investigated the feet of human patients with another form of inflammatory arthritis for signs of site-specific bone damage. In patients with SpA inflammation is accompanied with a tissue remodelling process leading to new bone formation in the spine or the peripheral joints, which can also cause significant functional impairment. We therefore performed a high-resolution peripheral quantitative computed tomography (HR-pQCT) investigation of the feet of patients with SpA to detect hot-spots of bone damage. We could again confirm the aforementioned pattern of bone lesions with preferential affection of the CCM region as well as the cuneiform I-MT1 region. In addition, the insertion of the Achilles tendon on the heel bone was also affected in patients with SpA (Fig. 4d). There was a significant difference in the frequency of lesions in SpA patients vs. controls at all these sites (Fig. 4f). Additionally, significantly larger entheseophytes occurred in the CCM and cuneiform I -MT1 regions of SpA patients with a similar tendency at the Achilles tendon insertion (Fig. 4e, g). These findings highlight a common principle of biomechanical forces in determining the site-specific origin of arthritis in mice and humans.

### Mechanostressed stroma recruits classical monocytes locally

To unravel the underlying mechanism of site-specific origin of arthritis in mechano-sensitive regions, we studied the crosstalk between mechanical forces, tissue resident stromal cells and haematopoietic cells, notably myeloid cells. To this end we micro-dissected Achilles tendons of healthy mice (C57BL/6) exposed to voluntary running or control regimens for 14 days to determine gene expression profiles. 

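Achilles tendons with their enthesis came from C57BL/6 mice, 11 to 12 weeks old, after 14 days of voluntary running or of the control regimen. RNA of each sample was hybridised to 1 Affymetrix whole-genome mouse array. There were 6 arrays of running samples, coded R1R, R2L, R2R, R3L1, R4L and R4R, and 3 of control samples, coded C1R, C2L and C2R. The codes read as a mouse number followed by the left or right tendon, which would give 4 running mice and 2 control mice. The sources used here do not define them, so the p-values below measure the spread between these samples, some of which may come from the same animal. The authors summarised the probes into log2 signals by RMA, which corrects the background and brings all arrays to a shared distribution. The deposited log2 values were taken without further scaling. The median over 45037 probe sets lay between 5.28 and 5.33 on each array. Probe sets of tendon genes were among the brightest, with decorin (Dcn), the main small proteoglycan of tendon, at 14.44 ± 0.020 (SD, n = 3) in control and 14.39 ± 0.028 (SD, n = 6) in running samples. Skeletal muscle markers gave bright signals too, with 21 of 32 in the brightest 1% of genes, led by Acta1, skeletal alpha actin, at a mean log2 signal of 14.32. Running and control were compared by limma with Benjamini-Hochberg adjustment, as in the paper. Each of 20960 genes was read at the probe set with the highest mean among those annotated to that gene alone. The number of arrays limits the precision, and in data simulated from the means and spreads of this comparison over 45037 probe sets limma called 49.3% of genes changed 1.5-fold and 98.5% of genes changed 2-fold. The simulated arrays and probe sets varied independently, so these shares may be too high for the real samples.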

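Among genes past an adjusted p of 0.05 by limma, the largest rise in the running samples was that of C1qtnf3, a secreted protein of the C1q and TNF related family. This gene had a log2 fold change of 2.86 (standard error 0.45, adjusted p = 0.0450 from limma). Its control signal of 4.32 ± 0.51 (SD, n = 3) lay toward the lower end of the arrays, so that the size of this rise is not exact. Cthrc1, a secreted protein with a collagen-like repeat, rose 4.13-fold, Actc1, cardiac alpha actin, 3.94-fold and Postn, the matrix protein periostin, 3.69-fold. The collagen genes Col6a3 and Col8a1 rose 2.35-fold and 2.27-fold, and Stmn1, a gene of dividing cells, 2.28-fold. Birc5, of dividing cells as well, rose from a control signal of 3.25 ± 0.11 (SD, n = 3), near the lower end of the arrays where a fold is not exact, to 4.43 ± 0.27 (SD, n = 6). Mmp3 and Ccr2 complete the 10 largest rises among genes past an adjusted p of 0.05. The genes that fell include Npr3, the clearance receptor of natriuretic peptides, with a log2 fold change of -1.53, and Art3, an ADP-ribosyltransferase family member, with -0.92. The uncharacterised 1700080G18Rik fell as well, with -0.69. The next 7 genes on the lower side did not pass, among them Acvr2b, an activin receptor, at a log2 fold change of -0.53, Mgll, monoglyceride lipase, at -0.65, Prodh, proline dehydrogenase, at -0.60, Cyp2d22 at -0.75 and Aldh6a1 at -0.60 (adjusted p = 0.0584, 0.0619, 0.0842, 0.0862 and 0.0911 from limma). In all, 44 of 45037 probe sets passed an adjusted p of 0.05 by limma, 41 higher and 3 lower with running. With 1 probe set per gene 28 genes were higher and 3 were lower. In each of these 31 genes every running array lay beyond every control array. At an unadjusted p of 0.05 by limma there were 4005 probe sets, 2173 higher and 1832 lower, where 2252 over both directions would pass with no effect. The groups did not overlap in 4.51% of probe sets, against 2.38% by chance. The number of calls rests on single arrays, with 6, 2 and 0 probe sets left by limma without control array C1R, C2L or C2R (2951, 2748 and 3574 at an unadjusted p of 0.05), 9 without R2R, 15 without R4L, 19 without R4R, 24 without R2L, 68 without R3L1 and 91 without R1R. Without C2R the 13 called genes named here had adjusted p-values from 0.120 (Col8a1) to 0.263 (C1qtnf3). The count was 19 with the mouse code as a random block, 0 of 2874 at an unadjusted p of 0.05 when arrays of a mouse code were averaged first, 8 without R1R and R2R together and 107 without R3L1, R4L and R4R together.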

The microarray data of the voluntary running conditions showed upregulation of biological functions like cellular movement, cell to cell signalling and interaction and connective tissue (and bone) disorders and development (Fig. 5a). 

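Collagen genes were higher in the running samples. All 19 measured collagen genes had a positive log2 fold change (median 0.63) and 6 of them rose at an adjusted p of 0.05 by limma, 15 when adjusted over the list alone. Col6a2, a chain of microfibrillar collagen VI, rose 2.17-fold, and the fibrillar chain Col5a2 1.84-fold. Of 24 proteoglycans and matrix glycoproteins, 2 of which the study chose on these samples, Fbn1, the microfibril protein fibrillin-1 (log2 fold change 0.97), and Postn passed, 9 did when adjusted over the list alone, and the median was 0.22. None of 22 enzymes of collagen synthesis and cross-linking, 2 of them chosen by the study, passed (10 over the list alone). Their median was 0.38, with Serpinh1, the collagen chaperone, at 0.84 and Plod1, a lysyl hydroxylase, at 0.58. Limma's camera test, which compares a list with all other genes at a preset correlation of 0.01, placed the collagens higher (adjusted p = 3.76e-22 over 30 lists, adjusted p = 0.0279 with an estimated correlation). It also placed higher the glycoproteins (adjusted p = 1.38e-09, and adjusted p = 0.110 with an estimated correlation) and the collagen enzymes (adjusted p = 1.18e-13, and adjusted p = 0.110 with an estimated correlation). The members that the study chose are not independent evidence. Col6a2, Col5a2 and Fbn1 did not pass without control array C1R, C2L or C2R, nor Col6a2 and Fbn1 without R2R (adjusted p = 0.0507 to 0.182).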

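For cellular movement and cell to cell signalling, 26 chemokine receptors and leukocyte adhesion molecules, 2 of them chosen by the study on these samples and not independent evidence, had a median log2 fold change of 0.24. Of these Ccr2 passed and 6 did over the list alone. Vcam1, a vascular adhesion molecule, stood at 0.78. Camera placed this list higher (adjusted p = 1.02e-05, and adjusted p = 0.122 with an estimated correlation). Among 25 chemokines, 3 of them chosen by the study likewise, none passed and 3 did over the list alone, namely Ccl9 at 0.91, Ccl6 at 1.11 and Ccl8. The list was higher by camera with a median of 0.12 (adjusted p = 0.0170, and adjusted p = 0.347 with an estimated correlation). Without C2R or R2R this call was lost, at medians of 0.093 and 0.049 (camera adjusted p = 0.184 and 0.0565). Of 741 Gene Ontology processes, a set added after the data were seen, 16 were higher and 6 lower by camera, and none held with an estimated correlation (adjusted p = 0.999 at the lowest). The higher ones included collagen fibril organization (18 genes, median 0.42), cell adhesion (415 genes, median 0.062) and chemotaxis (75 genes, median 0.11), and the lower ones RNA splicing (200 genes, median -0.080) and fatty acid beta-oxidation (20 genes, median -0.18). Across the 30 lists camera called 16 higher and 3 lower, and 9 were called by limma's fry, which tests whether the genes of a list move one way. The 16 and the 9 include the genes of Fig. 5b, which the study chose on these samples. Exact two-sided permutation of the 9 array means of each list gave p = 0.0119 for the collagens, the smallest p these samples allow. No list passed that permutation test after Benjamini-Hochberg adjustment over the 30 lists (lowest adjusted p = 0.0510, for the lists at p = 0.0119). With a smallest p of 0.0119 a list can pass this adjustment only if enough other lists reach it too. The adjusted test therefore cannot decide on a single list. Adipocyte markers had a median of -0.51 in the same samples (camera, lower, adjusted p = 4.46e-10, and adjusted p = 0.176 with an estimated correlation).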

Genes that were significantly upregulated by voluntary running in these important biological deregulated functions were validated in arthritic (TNF^∆ARE^ mice) as well as in RA-patient synovial tissue samples. We found a clear increase of the chemokines *CCR2*, *CCL2*, *CXCL1* as well as pro-inflammatory mediators such as *MMP3*, *LILRA6*, *ICAM1* and osteoclast specific genes such as *CTSK*, *NFATC1,* and *LILRA6* (PIR-A) in voluntary running conditions in both C57BL/6 and TNF^∆ARE^ samples highlighting a more pro-inflammatory environment, increased chemotaxis and proliferation of myeloid cells and osteoclasts (Fig. 5b). 

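Of the 16 genes of Fig. 5b, 3 rose in the running tendons of C57BL/6 mice at an adjusted p of 0.05 by limma. Mmp3, the matrix metalloproteinase stromelysin-1, was 2.71-fold higher (95% confidence interval 1.94 to 3.78), with a log2 signal of 5.58 ± 0.053 (SD, n = 3) in control and 7.02 ± 0.46 (SD, n = 6) in running samples (adjusted p = 0.0407). Ccr2, the CCL2 receptor that guides monocytes out of the marrow, was 2.57-fold higher, from 6.39 ± 0.25 to 7.76 ± 0.40 (adjusted p = 0.0407). Ctsk, the collagen-cleaving protease cathepsin K, was 1.69-fold higher (adjusted p = 0.0217). Of the others, 4 lay close to no difference, with Ccl2, the monocyte chemokine, at a log2 fold change of 0.087 (95% interval -0.29 to 0.47) and the neutrophil chemokine Cxcl1 at 0.11 (-0.15 to 0.37). The adhesion molecule Icam1 stood at 0.047 (-0.32 to 0.42) and Nfatc1, a transcription factor of osteoclast formation, at 0.056 (-0.20 to 0.32). Their adjusted p-values were 0.936, 0.859, 0.970 and 0.943 from limma. Ccl2 lay at -0.015 without C2R and -0.039 without R2R, Icam1 at -0.012 without C2L and -0.010 without R3L1, and Nfatc1 at -0.034 without C2L. Lilra6 had no probe set of its own, and the 1 probe set it shares with 9 related genes of the PIR family was 1.87-fold higher (adjusted p = 0.154 from limma), so that its value cannot be given to Lilra6. In the annotation of the array, on NCBI build 37, the target of the Mmp3 probe set aligns to chromosome 9 from 7445821 to 7455972, that of Ccr2 to chromosome 9 from 124018356 to 124024244 and that of Ccl2 to chromosome 11 from 81849085 to 81850958. Over the whole figure, 11 of the 15 genes with a probe set were higher when adjusted over the list alone, which is not independent evidence since the study chose them on these samples. By the exact two-sided Mann-Whitney test, 10 of 15 were higher, each with p = 0.0238, the smallest that 6 samples against 3 allow. Camera over these 15 genes gave an adjusted p of 5.36e-15, and an adjusted p = 0.00793 with an estimated correlation. Of 3 further Ccr2 probe sets none passed (log2 fold changes of 0.19, 0.83 and 0.27). With 1 array left out Ctsk did not pass without C1R, C2L, C2R or R2R (adjusted p = 0.112, 0.0589, 0.182 and 0.0556). Ccr2 did not without C1R, C2L, C2R, R2L, R2R or R4L (adjusted p = 0.109, 0.229, 0.246, 0.0640, 0.0942 and 0.0866), nor Mmp3 without C1R, C2L, C2R, R2L, R3L1, R4L or R4R (adjusted p = 0.136, 0.224, 0.235, 0.0751, 0.0513, 0.0866 and 0.0502). None of the 3 passed with arrays of a mouse code averaged, and with the mouse code as a random block Ctsk alone did. Over 22 alternatives the log2 fold changes kept their sign, at 0.71 to 0.84 for Ctsk, 1.28 to 1.56 for Mmp3 and 0.66 to 1.58 for Ccr2. The paper takes the increase of these chemokine, mediator and osteoclast genes, in C57BL/6 and in TNF^∆ARE samples, to highlight a more pro-inflammatory setting. It names more chemotaxis, as well as proliferation of myeloid cells and of osteoclasts. The TNF^∆ARE samples were not analysed here.

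**Figure D1:**
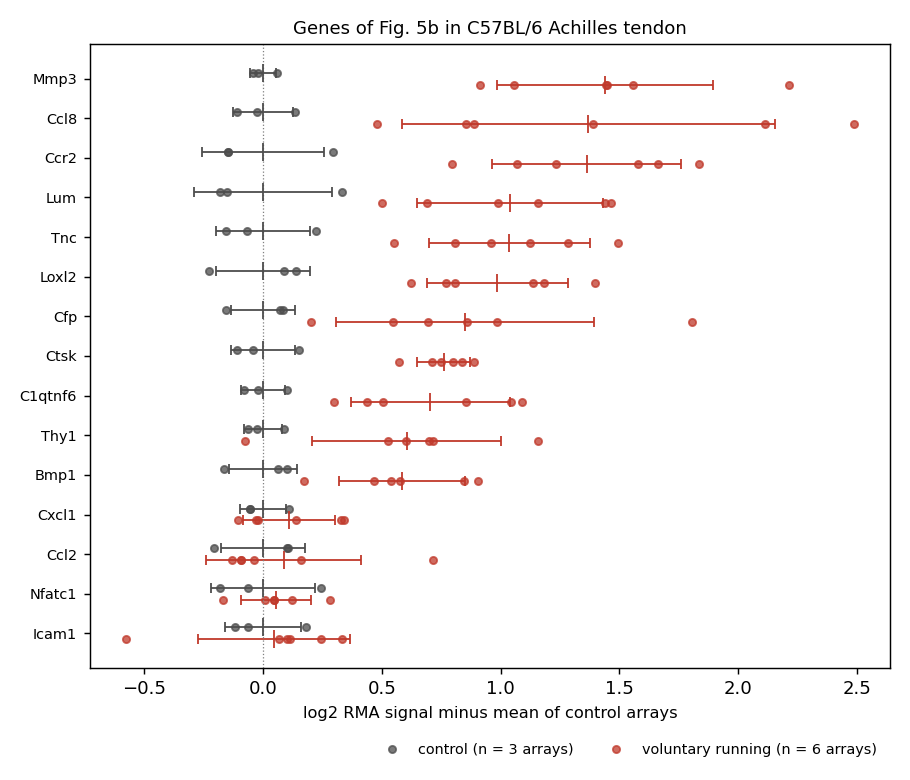
Log2 RMA signal of the 15 genes of Fig. 5b that have a probe set of their own, each minus the mean of the control arrays (x axis), with 1 point per array for 3 control and 6 voluntary running samples and bars for the mean and SD of each group. The 6 running arrays lie above all 3 control arrays for 10 of the genes, while Cxcl1, Ccl2, Nfatc1 and Icam1 lie around 0 with log2 fold changes of 0.11, 0.087, 0.056 and 0.047.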

A similar increase could be observed when RA synovial tissue was compared to samples from healthy subjects with the exception of *CXCL1*. Furthermore, expression of regulators of the complement system was promoted by mechanical stresses such as *CFP*, the only known positive regulator of the complement system, and *C1QTNF6* which is an endogenous complement regulator, both in healthy C57BL/6 and TNF^∆ARE^ mice. 

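Neither complement gene of Fig. 5b passed the adjusted threshold, though both were higher in each of the 6 running samples than in any of the 3 control samples. Cfp, which encodes properdin, stood at a log2 signal of 5.43 ± 0.14 (SD, n = 3) in control and 6.28 ± 0.54 (SD, n = 6) in running tendons, a log2 fold change of 0.85 (standard error 0.26, adjusted p = 0.310 from limma). C1qtnf6 stood at 6.09 ± 0.092 and 6.79 ± 0.33, a log2 fold change of 0.70 (standard error 0.17, adjusted p = 0.184 from limma). The target of the Cfp probe set aligns to chromosome X from 20502657 to 20508661 and that of C1qtnf6 to chromosome 15 from 78353777 to 78360022 on NCBI build 37. Of 22 measured complement components and regulators, 2 of which the study chose on these samples, none passed, while over the list alone 5 were higher and 1 was lower. C5ar1, the C5a receptor of phagocytes, stood at 0.41 and the C1q chain C1qb, a product of macrophages, at 0.49. The list was higher by camera with a median log2 fold change of 0.12 (adjusted p = 0.0165, and adjusted p = 0.347 with an estimated correlation), and exact two-sided permutation of its array means gave p = 0.143. The camera call was lost without C1R or R4L, at medians of 0.092 and 0.073 (adjusted p = 0.0669 and 0.0954), and the median was 0.21 without R1R. The 2 genes that the study chose are not independent evidence of the list's direction.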

Similar results were observed in RA synovial tissue vs. healthy controls. 

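Genes of matrix-degrading enzymes and of their inhibitors, tested as 1 list, were higher with running. Of 26 matrix-degrading enzymes and inhibitors, of which 2 were chosen by the study and are not independent evidence, Fap, a protease of activated fibroblasts (1.76-fold), Mmp3 and Ctsk rose at an adjusted p of 0.05 by limma, 10 were higher over the list alone and none was lower. The median log2 fold change of the list was 0.30, and camera placed it higher with an adjusted p of 2.52e-09 and an adjusted p of 0.00692 with an estimated correlation (exact two-sided permutation of array means, p = 0.0119). Adamts12, a secreted metalloproteinase, stood at 0.75 and the inhibitor Timp1, named after its value was seen, at 1.22, and neither passed (adjusted p = 0.107 and 0.156 from limma). Bmp1, the procollagen C-proteinase, had a log2 signal of 7.92 ± 0.14 (SD, n = 3) in control and 8.50 ± 0.27 (SD, n = 6) in running tendons, a log2 fold change of 0.58 (adjusted p = 0.209 from limma), while its 2 dimmer probe sets stood at 0.25 and -0.048. All 5 probe sets of Nfatc1 lay between -0.097 and 0.056. Cartilage and fibrocartilage markers had a median of 0.23 over 18 genes, none of which passed, with Acan, the aggrecan core protein, at 0.90 and Hapln1, the link protein of aggrecan, at 0.77. This list was higher by camera (adjusted p = 1.87e-04, and adjusted p = 0.193 with an estimated correlation). Of 14 osteoblast and bone matrix genes none passed and 2 did over the list alone, Sparc, osteonectin, at 0.68 and Col1a1 at 0.84. Both are shared with other lists, Col1a1 with the collagens and tendon cell markers and Sparc with the proteoglycans and matrix glycoproteins. Their rise is therefore not particular to bone. The median of the bone list was 0.14 (camera adjusted p = 0.00565, and adjusted p = 0.247 with an estimated correlation). Fap did not pass without C1R, C2L, C2R, R2R or R4L (adjusted p = 0.0746, 0.131, 0.182, 0.0558 and 0.0562).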

Genes linked to tissue remodelling and repair were also enhanced in both healthy C57BL/6 and TNF^∆ARE^ mice, specifically genes linked to osteoclast-remodelling and cartilage remodelling (*CTSK*, *NFATC1* and *BMP1*). They were also upregulated in RA synovial tissue.

**Fig. 5:**
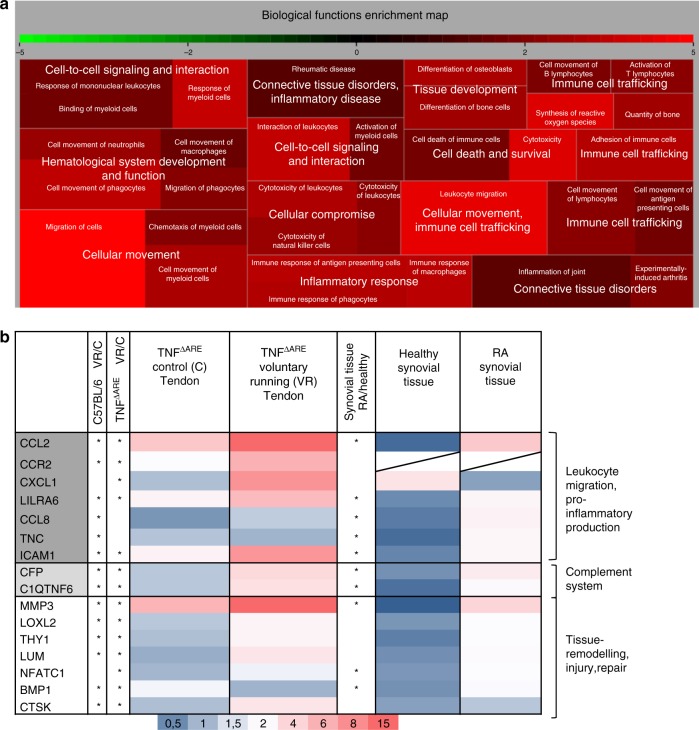
Mechanostretch induced expression of proinflammatory cytokines, chemokines, and tissue remodelling in Achilles tendon. **a** Biological deregulated functions of achilles tendon samples from C57BL/6 voluntary running compared to control mice are shown in a treemap. The most important biological deregulated functions include cellular movement, cell to cell signalling and interaction and connective tissue (and bone) disorders and development. Colors indicate the activation *z*-score of processes: activated processes are colored with a differend kinds of red according to degrees of activation (from low (dark red) to high level (light red)), while inhibited processes are colored in green. Sizes of squares are proportional to −log (*p*-values). **b** Expression validation of genes that are highly upregulated in voluntary running deregulated biological functions (C57BL/6 tendons) in TNF^∆ARE^ micro-dissected tendons under voluntary running or control conditions and validation in healthy- and RA synovial tissue. Increase in pro-inflammatory cytokine and chemokine induction related to myeloid cell recruitment as well as genes related to osteoclasts, tissue remodeling or complement regulatory pathway under running conditions. Color scale is defined below figure ranging from dark blue (low expression values) to magneta (high expression values), MWU, * shows significance meaning *p* < 0.05 or more

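The remaining genes of Fig. 5b were a chemokine, 3 matrix genes and a surface marker of fibroblasts, and their group means were higher in the running samples without passing the adjusted threshold. Ccl8, a chemokine for monocytes, stood at a log2 signal of 6.71 ± 0.13 (SD, n = 3) in control and 8.08 ± 0.79 (SD, n = 6) in running tendons (log2 fold change 1.37, adjusted p = 0.234 from limma). Tnc, the matrix glycoprotein tenascin-C, had a log2 fold change of 1.04, Lum, the small proteoglycan lumican, one of 1.04 and Loxl2, a collagen cross-linking enzyme, one of 0.99 (adjusted p = 0.0619, 0.109 and 0.0547 from limma). For these 4 genes each running array lay above each control array. Thy1, a surface marker of fibroblasts, had a log2 fold change of 0.60 (adjusted p = 0.349 from limma), with 5 of 6 running arrays above all controls (exact two-sided Mann-Whitney test, p = 0.167). A second, dimmer probe set of Loxl2 stood at 0.63 and that of Tnc at 0.30. Of 25 pro-inflammatory cytokines and NF-kB targets none passed, over all probe sets or over the list alone. Their median was 0.083 (camera adjusted p = 0.146), with Il6, the cytokine interleukin-6, near the lower end of the array's signal at 3.23 ± 0.097 in control and 3.48 ± 0.16 in running samples (adjusted p = 0.548 from limma), and Saa3, an acute phase protein, at a log2 fold change of 0.64. The list passed in 2 of 23 alternatives, with the mouse number as a block and without R3L1, R4L and R4R (lowest camera adjusted p = 0.0272).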

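Markers of monocytes and macrophages were higher in the running samples by camera (adjusted p = 5.62e-16, and adjusted p = 0.125 with an estimated correlation), and exact two-sided permutation of their array means gave p = 0.0238. Of 22 such markers, 1 of them (Ccr2) chosen by the study and not independent evidence, 21 had a positive log2 fold change (median 0.43), Ccr2 alone passed an adjusted p of 0.05 by limma and 14 were higher over the list alone. Cd68, a lysosomal protein of macrophages, stood at 2.50-fold, Ms4a7 at 1.74-fold and Adgre1, which encodes F4/80, at 1.59-fold, none of which passed (adjusted p = 0.0818, 0.0725 and 0.108 from limma). Neutrophil markers had a median of -0.025 over 13 genes, 6 positive and 7 negative (camera adjusted p = 0.505). Among them S100a8, an abundant neutrophil protein, stood at -0.70 without passing (adjusted p = 0.673 from limma) and Chil3 at 0.37. T and NK cell markers had a median of 0.10 and B cell markers of -0.18 (camera adjusted p = 0.146 and 0.146). With 1 array left out, T and NK cell markers passed without C2L or R2L at 0.14 and 0.12 (camera adjusted p = 0.0226 and 0.0262). B cell markers passed without C1R or C2R at -0.27 and -0.22 (camera adjusted p = 0.0185 and 0.0167).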

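Of 20 mesenchymal progenitor and fibroblast markers, 1 of them chosen by the study, Fap alone passed and 7 were higher over the list alone, with Dpp4 at a log2 fold change of 0.60, Pi16 at 0.89, both of fibroblast progenitors, and Mfap5, a microfibril protein, at 1.01. The median was 0.29 (camera adjusted p = 6.05e-06, and adjusted p = 0.125 with an estimated correlation). Among 20 tendon cell markers, 2 of them chosen by the study, none passed and 7 did over the list alone, with Bgn, biglycan, at 0.86. The median was 0.22 (camera adjusted p = 1.24e-07, and adjusted p = 0.187 with an estimated correlation). The chosen members are not independent evidence. A list for the mechanosensitive factors YAP and SRF had a median of 0.077 (camera adjusted p = 0.0859), with the YAP target Ccn1 at 0.67. Besides targets it holds Yap1, Wwtr1, Tead1, Srf, Piezo1 and Piezo2, so it does not measure target genes alone. TGF-beta and BMP signalling genes, 1 of them chosen by the study, had a median of 0.069 (camera adjusted p = 0.160), with the BMP antagonist Grem1 at 1.13. Immediate early genes had a median of 0.031 and a mean of -0.0090 (camera adjusted p = 0.622, in the direction of the mean). Of 17 adipocyte markers limma called 0 over all probe sets, 10 at an unadjusted p of 0.05 and 7 over the list alone, among them the lipid enzyme Scd1 at -0.70 and the hormone leptin, Lep, at -1.14. Endothelial and mural markers were lower with a median of -0.12 (camera adjusted p = 0.00907, and adjusted p = 0.339 with an estimated correlation), with Cldn5, a junction protein of endothelium, at -0.32. Skeletal muscle markers had a median of -0.028 over 32 genes, 13 positive and 19 negative (camera adjusted p = 0.311). The fast muscle genes Mylk2 and Actn3 stood at -0.81 and -0.92, and the fast muscle gene Myl1 at 0.24. Schwann cell and nerve markers had a median of 0.050, skin and keratinocyte markers of -0.019 and erythroid and blood markers of -0.011 with a mean of 0.015 (camera adjusted p = 0.229, 0.523 and 0.807). With 1 array left out the endothelial call was lost without C1R at -0.073 (camera adjusted p = 0.248), and its median was -0.070 without C2R. Muscle markers passed without C2L at -0.13 (camera adjusted p = 6.59e-05). The YAP and SRF list passed in 7 of 23 alternatives, at medians up to 0.21 (each gene at its probe set of smallest p). Among these it passed without C1R or R1R at 0.073 and 0.089 (camera adjusted p = 0.0330 and 0.0206). The TGF-beta genes passed without R1R or R4R at 0.023 and 0.11 (camera adjusted p = 0.0498 and 0.0435).

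**Figure D2:**
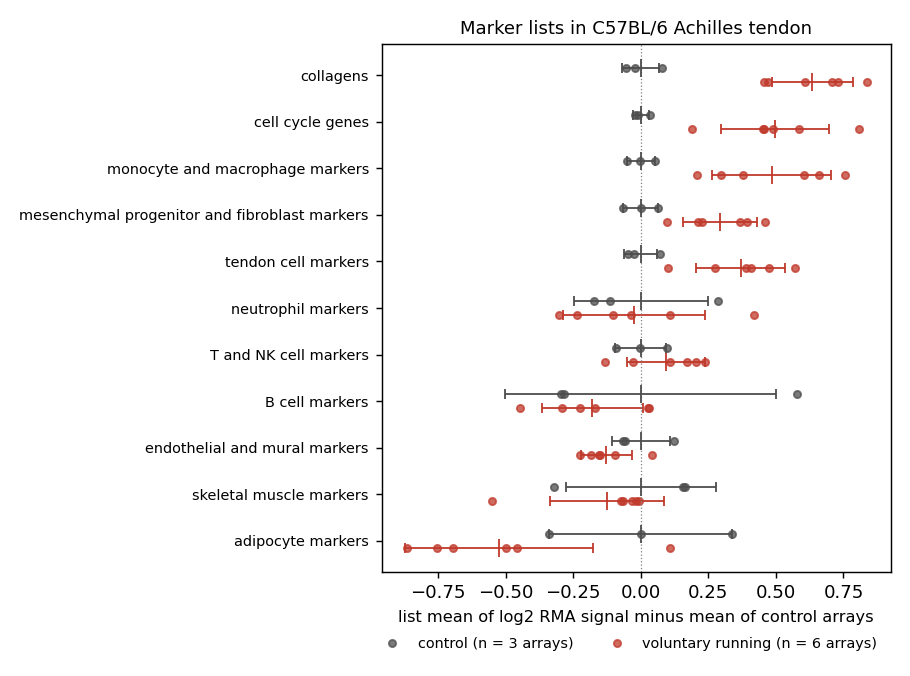
Mean log2 RMA signal of 11 marker and gene lists, each minus the mean of the control arrays (x axis), with 1 point per array for 3 control and 6 voluntary running samples and bars for the mean and SD of each group. The 6 running arrays lie above all 3 control arrays for collagens, cell cycle genes, monocyte and macrophage markers, fibroblast markers and tendon cell markers, with mean shifts of 0.64, 0.50, 0.48, 0.29 and 0.37.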

Because the overall gene signatures pointed to active myeloid recruitment and mesenchymal tissue response, we focused on the putative crosstalk between stromal cells and myeloid cells. Synovial and Achilles tendon fibroblasts were isolated from C57BL/6 and TNF^∆ARE^ mice. Fibroblasts were subjected to a chronic stretch regimen in vitro using a bioreactor and supernatants were collected and analysed for chemokine release and MMP3 and IL-6 production. A marked increase of CCL2, CXCL1, MMP3, and IL6 expression was noted in fibroblasts exposed to mechanical stress (Fig. 6a).

**Fig. 6:**
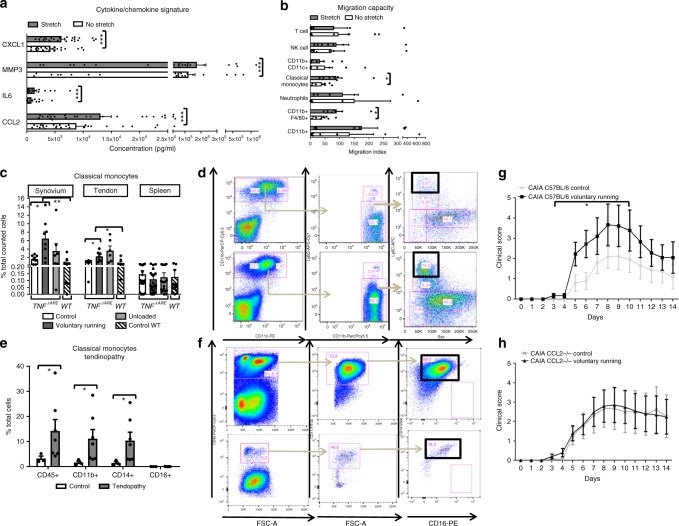
Mechanical strain in stromal cells induces recruitment of classical monocytes into mechano-sensitive regions. **a** Increased secretion of CXCL1, MMP3, IL6, and CCL2 in stromal cells (synovial- or Achilles tendon fibroblasts) upon in vitro stretch; *n* = 25 samples of individual mice, Wilcoxon. **b** Increased migration of classical monocytes and CD11b + F4/80 monocytes upon in vitro stretch of stromal cells. The migration of splenocytes to conditioned supernatants of stretched vs. non-stretched cells were tested by in vitro chemotaxis and measured by flow cytometry, migration index is shown with *n* = 8 independent samples from five independent experiments, MWU. **c** Increased accumulation of classical monocytes at mechanostressed tissues by biomechanical loading in arthritic disease. TNF^∆ARE^ mice were divided into three groups (score matched) with different loading regimens during 2 weeks: voluntary running, unloading or control. Control littermates were used as a negative control. Knee synovium, Achilles tendon, and spleen were isolated and prepared for flow cytometry. Increases of classical monocytes in response to loading were seen in synovial tissue, Achilles tendon but not spleen. Synovium and tendon 3 mice/group, spleen individual mice; seven independent experiments. Repeated measures one-way Anova *p* < 0.01, post-test Tukey’s Multiple comparison (respectively four (synovium) and three (tendon) groups were compared due to missing value in unloaded group). **d** Representative dot plot of control (top panel) and voluntary running (lower panel) mice show increased frequency of classical monocytes to loading in TNF^∆ARE^ synovium. **e** Human Achilles tendon of patients with chronic tendinopathy (heightened biomechanical stress) (*n* = 7) vs. patients unable to walk because of general spasticity (represents unloaded conditions) (*n* = 3), MWU. **f** Representative dot plot of isolated mononuclear cells of patients unable to walk because of general spasticity (upper panel) and patients with chronic tendinopathy (lower panel). A marked increase in classical monocytes was observed under conditions of increased mechanical strain. **g**, **h** Clinical scoring data of CCL2−/− mice and corresponding C57BL/6 littermates show a significant increase in arthritis severity by voluntary running in the C57BL/6 mice but not in CCL2−/− mice. MMRM day 3–10; *n* = 10/group. Error bars show the mean ± s.e.m., *p < 0.05, **p < 0.01, ***p < 0.001

To test the hypothesis that application of stretch on stromal cells was sufficient to result in myeloid cell recruitment we performed in vitro chemotaxis assays and analysed the subset of migrated myeloid cells in response to stretched fibroblasts. Using conditioned supernatants of stretched stromal cells of both C57BL/6 and TNF^∆ARE^ mice we found that stretch induced migration of classical inflammatory monocytes and F4/80+ macrophages, while no differences could be observed for the migration of T-cells, NK cells, neutrophils or myeloid dendritic cells (Fig. 6b). Taken together these experiments show that in vitro biomechanical forces cause fibroblasts to secrete CCL2 among other chemokines, responsible for the attraction of inflammatory monocytes towards the biomechanically-exposed sites. We next evaluated whether this recruitment of classical monocytes was also apparent in vivo. Therefore, we investigated accumulation of classical monocytes in synovium, tendon or spleen in response to a 2-week exposure to voluntary running, unloading or control conditions in TNF^∆ARE^ mice. After voluntary running a significant increase of classical monocytes in synovium and tendons was noted while no changes were observed in the spleen. Importantly no differences were noted to other non-classical monocytes or T cells, NK cells, neutrophils or myeloid dendritic cells (Fig. 6c, d, Supplementary Fig. 3a). We could extend these observations to human entheses by comparing myeloid composition in the Achilles tendon of patients with chronic tendinopathy (heightened biomechanical stress) and patients that were unable to walk because of general spasticity (represents unloaded conditions). The latter group received a surgical release of tendinopathy to facilitate rehabilitation. A striking increase was also noted in the number of classical monocytes in the Achilles tendon in the condition of increased biomechanical stress (Fig. 6e, f, Supplementary Fig. 3b).

To validate the in vivo effect of classical monocytes recruitment by voluntary running during arthritis development, a CAIA experiment was performed in CCL2−/− mice vs. wild-type controls. In the absence of CCL2, no increase in arthritis severity could be observed under voluntary running conditions. This is in striking contrast with wild-type control mice (Fig. 6g, h). This was also confirmed on histopathology (Supplementary Figure 2a). We also assessed the impact of pharmacological inhibition of CCR2 using neutralizing antibodies vs. isotype controls in C57BL/6 mice, clinically and by histopathology. These results indicate that CCR2 blockade abolished the effect of voluntary running on disease onset (Supplementary Figure 2b,c,d). Because monocytes can differentiate into bone resorbing osteoclasts under inflammatory conditions, we examined the effect of mechanical loading on frequency and distribution of osteoclasts in TNF^∆ARE^ mice by TRAP staining. A marked increase in osteoclast frequency was observed in voluntary running vs. control conditions (Fig. 7a). This was particularly apparent in mechanosensitive regions (CCM and MTV) vs. control regions such as MTII (Fig. 7a, b). These data mirror astonishingly well the bone erosion pattern highlighted by micro-CT (Fig. 3d). Collectively, our data demonstrate that mechanical strain in tissue resident stromal cells favors monocyte cell recruitment, as well as the differentiation of these cells into osteoclasts.

**Fig. 7:**
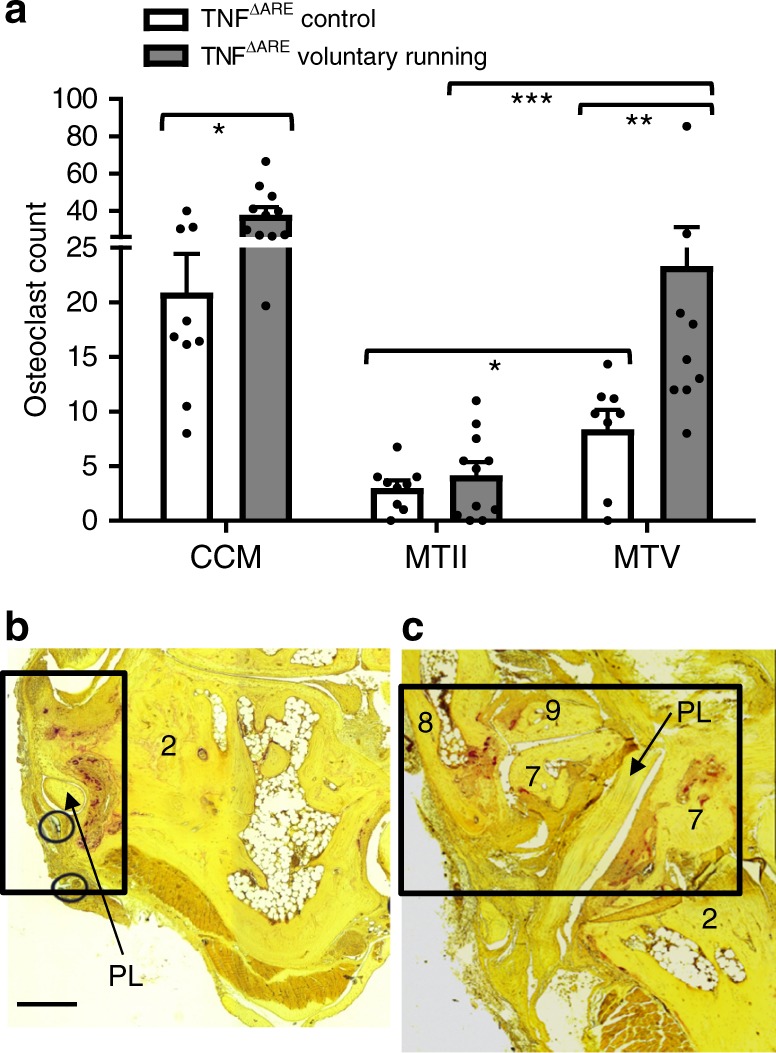
Increased osteoclast number in mechano-sensitive regions. TRAP staining of dorsal sections used for osteoclast count of the individual bones (minimal six sections, TNF^ΔARE^ Control (*n* = 9); TNF^ΔARE^ Voluntary running (*n* = 11) collected from two independent experiments. **a** Highest osteoclast numbers were noted at the CCM region, osteoclast number increases at this side with biomechanical stress (voluntary running compared to control condition). Significantly lower numbers of osteoclasts detectable in the enthesis-poor MTII vs. enthesis-rich MTV region; as well as parallel increase of osteoclast numbers with activity at the enthesis-rich MTV region, MWU. **b** The left panel shows in situ osteoclast localization at the peroneus groove; black rectangle = peroneus groove with peroneus longus (PL) at lateral side calcaneus. The right panel shows the (**c**) CM with localized osteoclast formation; black square encircles cuboid (plantar side) with peroneus longus running through the plantar groove where osteoclasts are localized, and the enthesis rich base of MTV. Scale bar: 0.25 mm. Error bars show the mean ± s.e.m., *p < 0.05, **p < 0.01, ***p < 0.001

## Discussion

This study provides the first evidence that mechanical strain is an essential checkpoint for the translation of systemic immune activation into site-specific joint inflammation. The mechanism involved appears to be markedly conserved across several forms of murine and human arthritis. Our data show that mechanical strain is a key determinant for the onset of inflammation in mice, which are susceptible for arthritis, either due to arthritis-related induction of autoimmunity or due to genetically-induced cytokine dysbalance. Homing of inflammation to specific mechano-sensitive regions represents a novel paradigm and explains why arthritis in mice and humans is characterized by a regional and patchy distribution.

We have identified specific mechano-sensitive areas in the musculoskeletal system, such as the CCM region and the Cuneiform I-MTI junction, which are conserved primary homing places for arthritis. These regions are characterized by a high number of attachment sites and contact points for tendons and are therefore most influenced by biomechanical stress that is caused by bending and friction in addition to stretching of tendons, muscles or ligaments^14^. Notably, it is estimated that 70% of the tension exerted on bone depends on muscle contraction and tendon insertions, which illustrates the mechanical forces these sites are exposed to^15^. Our results also fortify epidemiological data suggesting a link between degree of physical activity and disease progression as well as onset of arthritis in humans and provide an anatomical and mechanistic basis for this association^16–18^.

Very few studies have addressed the pathways, which are involved in triggering local inflammation in arthritis. Some progress has been made in autoimmune arthritis explaining the transition from asymptomatic autoimmunity to inflammation and the homing of systemic autoimmunity to the joints^19^. Hence, glycosylation pattern of autoantibodies has shown to be crucial for their inflammatory properties and their potential to shift asymptomatic autoimmunity to inflammation. IL-23 essentially controls this glycosylation profile and promotes the pro-inflammatory properties of antibodies by inducing the cleavage of glycans from newly formed antibodies. While this mechanism explains the creation of a pro-inflammatory environment the reason for the homing of inflammation to the joints is not entirely explained by IL-23 suggesting an additional role for mechanical forces to be in place. Also mechanical strain did not seem to impact sialylation and galactosylation levels of autoantibodies. Other studies have shown that anti-citrullinated protein antibodies, the hallmark of autoimmunity in RA, bind and activate osteoclasts representing a kind of homing mechanism of inflammation to the joints, where osteoclasts are abundantly present^20^. While this mechanism may explain the homing of autoimmune-triggered arthritis to the joints, it still does not answer the question why some joint regions are more heavily involved by arthritis than others. Also, data that convincingly showed that pro-arthritic cytokines such as TNFα can activate resident mesenchymal cells and trigger arthritis, albeit explaining the mechanism of arthritis, did not answer the question why arthritis develops at certain predilection sites^21^. Our data close this knowledge gap and provide an attractive new concept explaining site specificity of arthritis.

While in mice the anatomical pattern of arthritis often seems remarkably conserved, these patterns vary substantially in humans. Such differences may be explained by higher heterogeneity of mechanical strain humans are exposed to, while mice face rather homogeneous conditions in a laboratory environment. Furthermore, different forms of arthritis in humans can be distinguished by their cytokine dependency and associated affection of different structures in the musculoskeletal systems. Hence, RA affects the synovial membranes (synovitis), while in SpA primarily entheseal structures (enthesitis) are involved. Mechanical factors have been recognized previously as the potential underlying determinants for the topographic pattern of articular changes in arthritis^4^. Our experiments do not mimic the differences between human RA and human SpA; however they suggest that overreaching principles exist, which link biomechanics to inflammation and tissue localisation. Herein, we show developmentally conserved mechanisms which link mechanical strain with biological responses preventing the over-use of the joints. Thus areas where a marked proximity of synovial and entheseal tissue is found (synovioentheseal complex) may resemble the highly conserved primary sites, where arthritis is homing to^12^.

This article shows that deleting *CCL2* or neutralizing *CCR2* is sufficient to diminish the effect of mechanical strain on the onset of arthritis, showing that the link between mechanical strain and the onset of arthritis appears to depend on the local recruitment of Ly6^high^ inflammatory monocytes elicited by mechanostress-induced chemokine induction such as CCL2 in resident mesenchymal cells. This observation was consolidated in human tissue samples, where clear differences were noted in the numbers of inflammatory monocytes in the presence or absence of loading. Other cells besides these inflammatory monocytes may have additional effects, like NK cells, innate lymphoid cells which are known to show increased activity during with physical activity. Furthermore, Ly6^high^ inflammatory monocytes represent the major precursor cells of osteoclasts in the inflamed joints^22,23^. Mechanically stimulated stromal cells could favor the differentiation into osteoclasts, which explains the high frequencies of bone erosions at biomechanical stressed areas. In line with this, induction of cathepsin K, an osteoclast specific gene^24^, was significantly induced by mechanical strain. This was mirrored by a strong increase in osteoclast numbers in mechanosensitive regions in the context of arthritis. 

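In C57BL/6 Achilles tendons cathepsin K had a log2 signal of 9.72 ± 0.14 (SD, n = 3) in control and 10.48 ± 0.11 (SD, n = 6) in running samples, and its log2 fold change of 0.76 (standard error 0.10) was larger than the spread between arrays. The controls lay between 9.61 and 9.87 and the running samples between 10.29 and 10.61 (exact two-sided Mann-Whitney test, p = 0.0238). The target of its probe set aligns to chromosome 3 from 95303167 to 95313307 on NCBI build 37. Of 18 measured osteoclast genes, 2 of which the study chose on these samples, Ctsk was the only one to pass, over all probe sets and over the list alone. Dcstamp, a protein of osteoclast fusion, stood at 0.26, the chloride channel subunit Ostm1 at 0.33 and Car2, carbonic anhydrase II, at -0.51, none of which passed. The list had a median of 0.13 and was higher by camera (adjusted p = 0.00204, and adjusted p = 0.213 with an estimated correlation), with medians of 0.084 without C1R and 0.19 without C2R. The 2 chosen genes are not independent evidence of its direction.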

Our data also indicate that intact adaptive immunity is not necessary in linking mechanical load with inflammation, since also T/B cell-deficient RAG deficient mice developed inflammatory responses under voluntary running conditions. However, this observation does not mean that adaptive immunity has no role in this process, i.e., autoantibodies act as enhancers of arthritis, promoting the chronicity of the locally induced inflammatory responses.

In summary, these data provide a new link between biomechanics and inflammation that explains the homing of inflammation to specific sites of the musculoskeletal system in arthritis. We propose that mechanical strain is sensed by mesenchymal cells in highly specified mechano-sensitive regions in the joints. At these sites, biomechanical forces are then translated to biochemical signals, such as chemokines, which initiate local inflammation and bone destruction through site-directed influx of inflammatory monocytes. Overall these findings do not only explain the typical site-specific onset of arthritis in mice and humans but also have immediate consequences for the prevention of arthritis by specific exercise programs.

## Methods

### Mice arthritis experiments and biomechanical conditions

Male C57BL/6 mice of 9–10 weeks old (Envigo, Netherlands) were subjected to “collagen-induced arthritis” (CIA). These mice were immunized intradermally (at the base of the tail) with 200 µg of chicken type II collagen (CII) (Morwell Diagnostics GmbH, Zurich, Switzerland) (in 0.1 M acetic acid) emulsified in Incomplete Freund’s Adjuvant + mycobacterium Tuberculosis H37RA (150 µg/mouse) (Difco, Lawrence, KS, USA) which forms complete Freund’s Adjuvant. After 21 days these C57BL/6 mice were again challenged (boost) with an injection of CII emulsified in complete Freund’s Adjuvant^25^. Mice were kept in three different biomechanical loading conditions for 4 weeks, starting 1 day after the second administration (boost; day 22). The first group consisted of CIA unloaded mice that were tail suspended to prevent loading of hind limbs (CIA unloaded mice). The second group contained mice with free access to a running wheel. The third group was kept in normal cages without running wheel (12 mice per group, two independent experiments). In a separate series of experiments additional groups were added. One group was unloaded at a later time point (day 26; 4 days after boost); another group contained mice in which voluntary running conditions were initiated 1 day after primary immunisation for CIA. TNF^∆ARE^ mice, age 6–9 weeks, were used for separate experiments^26^. Mice were kept in different biomechanical loading conditions (voluntary running vs. control (and unloading)) as described above. RAG2−/− mice (C57BL/6 background, male and female), age 9–10 weeks, were subjected to anti-collagen antibody induced arthritis (CAIA) by passive transfer of anti-collagen antibodies (Chondrex Inc., Androgen-CIA® 5-Clone Cocktail kit,4 mg/20 g mouse) in the presence or absence of LPS (injection of 5 µg at day3) (at least 6–12 mice/group; three independent experiments). C57BL/6 mice, age 10–12 weeks (Envigo, Netherlands), were subjected to CAIA (mdbiosciences, ArthritoMap^TM^ Antibody Cocktail, 2 mg/20 g mouse) with injection of 100 µg LPS at day 3 (five mice/group; three independent experiments). CCL2−/− mice (Jackson B6 129S4-CCL2^tm1Rol^/J, male) and corresponding C57BL/6J controls (Charles River, male), age 9–10 weeks were subjected to CAIA (mdbiosciences, ArthritoMap^TM^ Antibody Cocktail, 2 mg/20 g mouse) with injection of 100 µg LPS at day 3 (10 mice/group). Ten-week old C57BL/6 (Envigo, male) mice were subjected to either CCR2 antibody (MC-21)^27^ or isotype (MC-67) (both generously given by Prof. Matthias Mack) by IP injection (both 15 µg/20 g daily), followed by CAIA (mdbiosciences, ArthritoMap^TM^ Antibody Cocktail, 2 mg/20 g mouse) induction after 6 h and by injection of 100 µg LPS at day 2 (10 mice/group). Sample size of the mice experiments was decided based on disease incidence of previous experiments and with G-power analyses using means and standard deviation of previous experiments. In the C57BL/6 and CCL2−/− CIA/CAIA mice experiments the equal age male mice were divided randomly on base of weight and initial cage number in the three different conditions (voluntary running, control, and unloading). CAIA RAG2−/− mice were equally divides between the three conditions, based on sex, weight and age. The transgenic TNF^∆ARE^ mice were similar age and sex and were scored clinically before start of the experiment to be able to divide them equally between the three conditions. Housing was performed according to institutional guidelines and all experiments were conducted according to guidelines and approved by the Ethics Committee of Laboratory Animal Welfare of Ghent University.

### CIA, CAIA, and TNF^∆ARE^ clinical arthritis scoring

CIA paws were monitored for clinical symptoms each other day till the day of sacrifice (day 51). Disease severity scoring system was done as previously described^25^. Clinical evaluation was performed by two investigators and mean of both scores was calculated. CAIA paws were monitored clinically each day till day of sacrifice (day 14); the same severity scoring system was used as with CIA.

For the TNF^∆ARE^ experiment the paws were monitored for clinical symptoms at the start and further on every week during the 2–4 weeks experiment. Disease severity scoring system: 0 = normal; 1 = distortion of foot morphology; 2 = swelling at foot; 3 = deformation (and swelling) foot and toes. Clinical scoring was done respectively semi-blinded and full blinded by two experienced investigators (minimal differences observed between both), all further sample analyses like H&E, bone erosion and ELISA was done blinded.

### Histology

Paws, knees, and toes were fixed in 4% formaldehyde, decalcified with formic acid and embedded in paraffin. Serial sections of the paws, knees, and toes were stained with haematoxylin and eosin (H&E) or with safranin O-fast green. These sections were scored for inflammation and joint damage by two independent assessors and mean scores were calculated. In the first series of experiments inflammation was scored globally (foot, ankle, and SEC) as a sum of excudate (number of inflammatory cells in the synovial cavity) and infiltrate (numbers of inflammatory cells in the synovial tissue). Scoring range goes from 0 (no inflammation) to 3 (severe inflamed joint). Additionally, erosion was scored globally on base of cortex and cartilage destruction ranging from 0 (no erosions) to 3: 1 = cortex is eroded superficially at a few places, non to little cartilage damage; 2 = cortex is eroded fully reaching bone marrow, contour articular cartilage damaged; 3 = completely eroded cortex with cells coming into bone marrow, severe loss of articular cartilage. Further, in the second series of experiments (only CIA C57BL/6) paws were fully sectioned and stained to be able to map the detailed inflammation pattern of the entire foot of the mice, subjected to different biomechanical conditions. The scoring system was adapted as follows: inflammation at independent joints between individual bones was registered for hindfoot, midfoot, and the proximal part of the forefoot.

### Anti-collagen antibody levels and glycosylation pattern

Blocking was performed with 0.1% casein with 1 h incubation time at (4 °C). Serum was used from mice before second boost (day 21) and at the end of the experiment. Serum was used at dilution 1/100 and incubation was done overnight. For detection antibodies IgG1-HRP and IgG2-HRP were used in a 1/4000 dilution with 1 h incubation at RT. To determine the IgG Fc glycan galactosylation and sialylation, we specifically released IgG Fc glycans in 4 µl serum by hydrolysis with 40 units of endoS (IgGZERO, Genovis, Sweden) for 1 h at 37 °C.

For calculating relative sialylation levels, the released N-glycans were labeled with 8-aminopyrene-1,3,6-trisulfonic acid (APTS) and analyzed on an ABI3130 DNA sequencer^28^. Peak heights for the seven main glycan peaks were measured. These peaks are G0F (asialo, agalacto core fucosylated biantennary N-glycan), G1F (2 isomers: G1F_1 and G1F_2, asialo, monogalacto, core fucosylated biantennary N-glycan), G2F (asialo, digalacto, core fucosylated biantennary N-glycan), G1FS1 (2 isomers: G1FS1_1 and G1FS1_2, core fucosylated biantennary N-glycan with 1 galactose and sialic acid on either of the 2 antennae) and the G2FS1 peak (monosialo, biantennary N-glycan). The relative sialylation levels were calculated as:

$$({\mathrm{G2FS1}} + {\mathrm{G1FS1}}\_1 + {\mathrm{G1FS1}}\_2)\,{\mathrm{per}}\,{\mathrm{total}}\,{\mathrm{peak}}\,{\mathrm{height}}$$

We need to note here that the calculated relative sialylation levels do not correspond to real sialylation percentages, since the analysis technique used (capillary electrophoresis with electrokinetic injection) overestimates analytes with extra negative charges (e.g., sialic acid residues) due to preferential injection of those analytes over uncharged analytes.

For calculating undergalactosylation scores (UGS), the released N-glycans were labeled with APTS, digested with *A. ureafaciens* neuraminidase (in house production) and analyzed on an ABI3130 DNA sequencer^28^. Peak heights for the 4 glycan peaks; G0F, G1F_1, G1F_2 and G2F were measured and the UGS were calculated as:

$$\left( {\mathrm{G0F}} + 0.5 \ast {\mathrm{G1F}}\_1 + 0.5 \ast {\mathrm{G1F}}\_2 \right) \ast \left( {\mathrm{G0F}} + {\mathrm{G1F}}\_1 + {\mathrm{G1F}}\_2 + {\mathrm{G2F}} \right) \wedge - 1$$

### Micro-CT acquisitions

Micro-CT scans of samples (*n* = 75) were performed at the Center for X-ray Tomography of the Ghent University (UGCT, www.ugct.ugent.be). The required voxel size defined the dimensions of the scanning region which included full hindfoot and midfoot and part of forefoot. The first samples were scanned with a micro CT scanner with a Feinfocus transmission tube and a Varian Paxscan detector with a pixel pitch of 127 µm (tube voltage 100 kV, tube power 9 W, no filtration)^29^. For every scan 1800 projections were taken and the exposure time of every projection was 1 s. The resulting scan images have a voxel size of 4.5 µm. The second batch of samples were scanned on HECTOR (developed in collaboration with the Ghent University spin-off company XRE, www.xre.be)^30^, using a directional X-ray source set at 130 kV and 10 W target power with a 1 mm Aluminum filtration. The detector was a Perkin-Elmer flat panel measuring 40 × 40 cm, with a pixel pitch of 200 µm. A total of 2000 projections of 1 s exposure time each were recorded. The resulting scan images have a voxel size of 4 µm. The obtained projection images of all scans were reconstructed using Octopus Reconstruction^31^, a commercial software licensed by XRE and originally developed by UGCT, based on the standard FDK-algorithm for reconstruction of CT data. 3D visualisations were made using the commercial rendering software VGStudioMAX (Volume Graphics).

### Bone erosion quantification

Bone erosion on micro-CT scans was calculated on reconstructed data with an in-house written Fiji script. The program determines the bone surface and bone inner space and fills the pores in the bone surface. The difference between the filled surface and the normal non-filled bone surface was calculated, dividing this difference by the normal bone data gives the erosion %. Additionally, an extended version of this program gives the opportunity to determine quantitative data for individual bones or even certain parts of a bone. This extended version gives additional parameters such as quantification of the pores present in the cortex (full pores in contrast with erosion %, where erosion is only considered over a defined distance of the surface). Data on inflammation associated bone erosion were conducted with mice that had a clinical score of ≥1 on the scanned hind paw under various conditions (not applicable for CIA unloaded), as pre-established. Bone erosion data were normalized by wild-type mice data taken within the same micro-CT experiment. Mice of comparable clinical score were used to compare bone erosion between CIA control and voluntary running as well as TNF^∆ARE^ control and voluntary running mice.

### Anatomical study

A microanatomy study was conducted by combining data collected from detailed anatomical dissections of 50 mice, combined with H&E full sections and data from micro-CT scans. For the anatomical study a Zeiss stereo microscope Discovery V12 was used and conducted together with an expert morphology (P.S.). Anatomical data were compared and named according to existing nomenclature^32,33^. Human nomenclature was used for consistency with human data. Anatomical figures were made on base of our anatomical study and micro-CT scans by BixPixel (www.bigpixel.nl, Jeroen Hoekstra and Ferdinand Assenberg) using Autodesk Maya and Unity.

### X-ray and 3D micro-CT in human RA and SpA patients

X-rays of the feet were collected from a consecutive cohort of 63 RA patients (19 male, 44 female; mean age 59.3 ± 11.55). Radiographic damage was assessed by a modified Sharp-van der Heijde scoring by two independent assessors. The joints were typically divided in four quadrants. Erosion score ranged between 1 and 5. A score of 1 represents erosion only in 1 quadrants, a score of 4 was given when all quadrants were affected by erosion. A maximal score of 5 was given if the joint was entirely destructed. Narrowing of the joint space was also scored by a 1 when present and 0 when absent. All patients gave informed consent and the ethical committee of the University Hospital of Ghent granted permission to perform this study.

High-resolution peripheral quantitative computed tomography (HR-pQCT) imaging of the right foot was performed in five healthy controls and ten age-matched and gender-matched SpA patients (fulfilling ASAS classification criteria). For scanning an Xtreme CT device (Scanco, Bruettisellen, Switzerland) was used. Scans were (i) performed at a line connecting the first cuneiform bone with the cuboid bone in the midfoot and (ii) at the Achilles tendon insertion according to the manufacturer’s standard protocol. The foot was immobilized using a carbon fiber shell to reduce movement. Standardization of measurements was insured by daily cross-calibrations with a standardized control phantom (Moehrendorf, Germany). The scan regions of interest were examined in 110 parallel slices (82 μm voxel size) with a total measurement time of 2.8 min. All measurements and evaluations were performed using the manufacturer’s standard software. Entheseophyte size (maximal height in mm over cortical bone surface) was analyzed at three different mechanically exposed sites: (i) lateral side of the cuboid bone, (ii) medial side of the first cuneiform bone, and (ii) Achilles insertion side. The study was conducted upon approval of the local ethic committee of the University of Erlangen, each patient provided informed consent.

### Gene expression in Achilles tendon and human synovial tissue

Achilles tendons (inclusive enthesis) were dissected from C57BL/6 (Envigo) mice subjected to three different loading conditions (voluntary running (6), or control (3)) for 14 days. Isolated tendons were stored in RNAlater® (Qiagen) before RNA isolation with microRNeasy Kit (Qiagen). Microarray assays, quality controls, and statistics were successfully done by Nucleomics core VIB (Leuven) with Chip Mouse 430_2.0. The CEL files generated by these arrays are analysed by Affymetrix Expression Console^TM^ Software. Normalized expression values of the different conditions were compared with Limma package of Bioconductor. The resulting *p*-values are corrected for multiple testing with Benjamini-Hochberg to control the false discovery rate. Microarray data will be deposited in a public repository before publication.

Achilles tendons were dissected from TNF^∆ARE^ mice subjected to three different loading conditions (voluntary running or control) for 14 days. Isolated tendons were stored in RNAlater® (Qiagen) before RNA isolation with microRNeasy Kit (Qiagen). Preamplification was used to increase cDNA yield (QuantiTect Whole Transcriptome kit, Qiagen). Real-time PCR was performed on a LightCycler 480 (Roch Molecular Diagnostics) using SYBR-green Mastermix (SensiMix SYBR No Rox-kit, Bioline). Expression values were normalized to TBP, B2M, GCC1, and HPRT. Used primers BIORAD (PrimePCR assays) have a unique assay ID number: *CCL2* (ENSMUSG00000035385, qMmuCED0048300), *ICAM1* (ENSMUSG00000037405, qHsaCED0004281), *LILRA6* (ENSMUSG00000030427, qMmuCED0026189), *CTSK* (ENSMUSG00000028111, qMmuCID0022824), *MMP3* (ENSMUSG00000043613, qMmuCED0049170), *LOXL2* (ENSMUSG00000034205, qMmuCED0061099), *THY1* (ENSMUSG00000032011, qMmuCED0047945), *LUM* (ENSMUSG00000036446, qMmuCED0048548), *CFP* (ENSMUSG00000001128, qMmuCID0022409), *C1QTNF6* (ENSMUSG00000022440, qMmuCED0039651), *CCL8* (ENSMUSG00000009185, qMmuCED0045281), *TNC* (ENSMUSG00000028364, qMmuCED0047470), *NFATC1* (ENSMUSG00000033016, qMmuCID0040129), *BMP1* (ENSMUSG00000022098, qMmuCED0045542) and *TBP* (ENSMUSG00000014767, qMmuCID0040542), *GCC1* (ENSMUSG00000029708, qMmuCED0046833), *PIGO* (ENSMUSG00000028454, qMmuCID0006969). Used mouse primers QIAGEN (QiantiTect Primer assays) with following catalogues number: *HPRT* (ENSMUSG00000025630, Mm_Hprt_1_SG, QT00166768) *TBP* (ENSMUSG00000014767, Mm_Tbp_1_SG, QT00198443). Used mouse primers INVITROGEN (Custom DNA oligos): *IL6* (ENSMUSG00000025746, IL6 Reverse TGTGAAGTAGGGAAGGCCGTGGT, IL6 Forward TGCAAGAGACTTCCATCCAGTTGCC), *CXCL1* (ENSMUSG00000029380, CXCL1 Reverse GTGCCATCAGAGCAGTCTGT, CXCL1 Forward ACTCAAGAATGGTCGCGAGG), *CCR2* (ENSMUSG00000049103, CCR2 Reverse TCATACGGTGTGGTGGCCCCT, CCR2 Forward GGGCATTGGATTCACCACATGTGC).

Human synovial tissue samples were gathered by the group of Rik Lories (KULeuven). *n* = 4, mean age 55.25 ± 14.5 (female/male 3/1, RF+/RF− 1/3, ACPA+/ACPA− 2/2). No DMARD or biological on the moment of biopsy. All patients gave informed consent and the ethical committee of the University Hospital of Leuven granted permission to perform this study. Used human primers BIORAD (PrimePCR assays) have a unique assay ID number and used reference genes are TBP, GCC1, and PIGO. *CCL2* (ENSG00000108691, qHsaCID0011608), *ICAM1* (ENSG00000090339, qHsaCED0004281), *LILRA6* (ENSG00000204577, qHsaCED0005804), *CTSK* (ENSG00000143387, qHsaCID0016934), *MMP3* (ENSG00000149968, qHsaCID0006170), *LOXL2* (ENSG00000134013, qHsaCED0044522), *THY1* (ENSG00000154096, qHsaCED0036661), *LUM* (ENSG00000139329, qHsaCID0015376), *CFP* (ENSG00000126759, qHsaCED0002165), *C1QTNF6* (ENSG00000133466, qHsaCED0001807), *CCL8* (ENSG00000108700, qHsaCED0043240), *TNC* (ENSG00000041982, qHsaCED0057376), *NFATC1* (ENSG00000131196, qHsaCED0044370), *BMP1* (ENSG00000168487, qHsaCID0010875) and *TBP* (ENSG00000112592, qHsaCID0007122), *GCC1* (ENSG00000179562, qHsaCID0014581), *PIGO* (ENSG00000165282, qHsaCID0010709).

Ingenuity Pathway Analyses (IPA; Ingenuity Systems, Inc., Redwood City, CA, USA) were used to examine canonical pathways and biological networks associated with the differential expressed genes. The treemap visualization was done using the R ‘portfolio’ package (https://github.com/dgerlanc/portfolio) and is based on the prior calculation of the activation *z*-scores, which infer the activation states biological functions and pathways.

### In vitro stretch of primary fibroblasts

Synovium and Achilles tendon (including the enthesis) of individual mice were isolated with a stereo microscope (Zeiss stereo microscope discovery V12) and transferred into 24 well plates and cultured till confluent in T75 plates. Cells were seeded 50,000 per 6 well on a flexible membrane (BioFlex^**®**^ Culture Plates, Flexcell international corporation). After 48 h of incubation at 37 °C, wells were either stretched or not. A chronic type of stretch protocol (mimicking physical activities like walking) was applied: square wave (mimic load curve during walking), a frequency of 0.5 Hz, elongation of 6%, and a time schedule of 30′ of stretch followed by 10′ of rest, repeated twice. Supernatants of (none) stretched fibroblasts were screened for CCL2 (eBioscience), IL6 (eBioscience), MMP3 (R&Dsystems), and CXCL1(R&Dsystems) concentration by ELISA.

### In vitro chemotaxis

Chemotaxis experiments were conducted as previously described^34^. Briefly, transwells were used (3 µm pores; Corning Inc) and the migration of splenocytes (1 × 10^6^ cells) from CB57BL/6 litter mate control mice was assessed after 3 h incubation using supernatants from stretched vs. non-stretched primary fibroblasts. The in vitro migrated cells were characterized by multicolor flow cytometry (FACS CANTO, BD Pharmingen) using antibodies against CD3e-V500 (BD Pharmingen, 5600773; 1/50), NK1.1 (PEcy7, 25-5941-82; 1/60), CD11b (PercPcy5.5, 45-0112-80; 1/60), CD11c (PE, 12-0114-83; 1/50), Ly6g (APCcy7, 560602; 1/120), Ly6c (APC, 17–5932; 1/240), F4/80 (FITC, 11-4801-82, 1/60) (all from eBioscience). Fluorescent beads (2 mu, Polysciences Inc.) were added as internal control. Statistical calculation was done on eight independent samples. Migration index was calculated as:$$\left( {\frac{{{\mathrm{migrated}}\,{\mathrm{cells}}\,{\mathrm{sample}}}}{{\mathrm{beads}}}} \right) \ast \left( {\frac{{\mathrm{migrated}\,{\mathrm{cells}}\,{\mathrm{control}}}}{{\mathrm{beads}}}} \right)^{ - 1}$$.

### In vivo immune phenotype response to mechanical strain

Male TNF^∆ARE^ mice, age 8–10 weeks, were assigned to a control, voluntary running or unloaded regimen (3–4 mice per group) for 2 weeks, mice were corrected for age and clinical scoring before onset of the conditions. Knee synovium, Achilles tendon (including enthesis) and spleen were collected in RPMI medium. Synovium and tendon were subjected to an enzymatic digestion with collagenase D (Sigma Aldrich), and DispaseII (Gibco). Splenocytes were obtained by lympholyte-M isolation. All samples were then characterized for cell composition by multi-color flowcytometry using an identical panel used for in vitro chemotaxis experiments. Because of one missing sample (too limited cell yield) in the tendon TNF^∆ARE^ unloaded condition (Fig. 6c), it was not possible to include this condition in the one-way anova repeated measurements analysis without diminishing the sample size, this condition was not included in the analysis of TNF^∆ARE^ tendon samples.

Human samples were obtained from patients requiring surgery for chronic Achilles tendinopathy (*n* = 7, mean age 52.7 ± 2.95) and represented the overloading condition. Patients with a hemiplegia (*n* = 3, mean age 33.4 ± 20.7) who required a surgical Achilles tendon lengthening because of spasticity served as a control group by representing the underloading condition due to their immobility on the affected side. After surgical resection, samples were collected into complete culture medium (DMEM, Gibco, Life Technologies) and sliced into small pieces and digested by collagenase D and Dispase II. Immunophenotyping was determined by flow cytometry using anti-human fluorochrome-conjugated monoclonal antibodies (mAbs) with following panel: CD11b (FITC, 11-0118-41, 1/20), CD14 (Amcyan, 561392, 1/25), CD16 (PE, 12-0167-42, 1/25), CD3e (APC, 17-0038-41, 1/20), CD19 (APC-eF780, A15429, 1/50), CD90 (PEcy7, 17-0909-41, 1/20) (all from eBioscience), and CD45 (PerCP-Cy5.5, 67-9459-T100, 1/34). All patients gave informed consent and the ethical committee of the University Hospital of Ghent granted permission to perform the study. All analyses were performed using FlowJo software.

### TRAP staining

Paws were fixed in 4% formaldehyde, decalcified with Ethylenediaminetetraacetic acid (EDTA) and embedded in paraffin. Hind paws were dissected dorsally, at least six slides from each paw were stained with Tartrate-resistant acid phosphatase (TRAP) (Sigma-Aldrich). A 2 h staining was performed followed by a 2 min wash with H_2_O without the need of an extra hematoxylin staining.

### Statistical analysis

Statistical analyses were performed using SPSS, GraphPad Prism and GenStat. Experimental values are presented as mean ± SEM. Statistical differences were evaluated using the two-tailed unpaired non-parametric Mann–Whitney *U*-test (MWU). Larger samples were checked for normality distribution with Kolmogorov Smirnov and Shapiro–Wilk test (<0.001) and therefore analysed with a non-parametric (non-) paired (respectively Mann–Whitney, Wilcoxon matched pairs signed rank test). Data of groups were compared by the non-parametric Kruskal–Wallis test with post-test. Data of groups with normal distribution (Kolmogorov Smirnov) and repeated measurements were analyzed by one-way ANOVA repeated measurements followed by a post-test (Fig. 6c). Clinical scores were analyzed as repeated measurements using the residual maximum likelihood (REML) approach as implemented in Genstat v18 (mixed models repeated measurements, MMRM). Briefly, a linear mixed model with replicate, genotype, time, and treatment × time interaction as fixed terms, and subject.time used as residual term, was fitted to data. Times of measurement were set at equal intervals and the autoregressive correlation structure of order 1 (AR1) (for Fig. 1g) and uniform distribution (for Fig. 1b) were selected as best model fits based on the Akaike Information Coefficient. Significances of the fixed terms and significances of changes in differences between genotype effects over time were assessed by an *F*-test. In analogy with survival analysis, incidence data were defined as the time it takes for the arthritis to manifest itself (score ≥ 1 for at least two consecutive days) in the mouse. Typically these data are censored, i.e., some mice stay healthy beyond the end of the study, so their incidence time is unknown. The incidence function *F*(*t*) was defined as the probability that an individual was not affected by the arthritis at time *t*. Equality of incidence curves between groups was tested using the log-rank test. Significant differences between experimental groups were represented as *p < 0.05, **p < 0.01, ***p < 0.001.

## Electronic supplementary material

Supplementary Information

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Software 1

Reporting Summary

## Data Availability

Accession code for microarray depossed at GEO is GSE120027. The data that support the findings in this study are available from the corresponding author upon request.

# Supplementary material for: Mechanical strain determines the site-specific localization of inflammation and tissue damage in arthritis
**Source:** Nat Commun. 2018 Nov 5;9:4613. doi: 10.1038/s41467-018-06933-4
**Supplement:** Supplementary file 2 — Description of Additional Supplementary Files

Description of Additional Supplementary Files

File Name: Supplementary Movie 1

Description: 3D reconstructions of the cuboid bone of CIA voluntary running mice which show clear erosions at mechano-stressed locations.

File Name: Supplementary Movie 2

Description: 3D reconstructions of the cuboid bone of C57BL/6 wild type mice showing no erosions.

File Name: Supplementary Software 1

Description: Interactive anatomical application. Tendons and muscles are shown on a micro-CT scan of a hindfoot (healthy mouse). Individual names can be seen by moving on the individual tendons/muscles. Individual bones and tendons can be removed (and added) by clicking on them.

How the deposited data were processed for this re-analysis (not part of the article)

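Gene expression was measured in Achilles tendons with enthesis of C57BL/6 mice after 14 days of voluntary running (6 samples) or control housing (3 samples), 1 array per sample. The other experiments of the paper were not analysed here.

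The authors processed the scanned arrays in Affymetrix Expression Console and deposited log2 signals made by RMA (background correction, quantile normalization and a summary over the probes of each set), on 1 scale for all 9 arrays; the version of the software is not given in the sources used here. The submitters' processing notes name limma, with no version. These deposited log2 values, 45101 probe sets on each array, were used as they stand. The deposited workbook held 18 further per-array columns, which could not be tied to samples by name and were not used, so that the authors' detection calls played no part. The arrays carry no sequencing depth; their number limits the precision, and low signals such as that of Il6 lie where the arrays separate levels poorly.

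From the deposited values, 64 control probe sets were left out and 45037 were tested, of which 38544 carry 1 gene symbol in the annotation of the array, 860 several and 5633 none. Of those with 1 symbol, 35404 were matched by gene identifier to the current mouse annotation of GRCm38.p6 and took its symbol; the others keep the symbol of the file. A gene was read at the probe set with the highest mean over the 9 arrays among those with that symbol alone, which gave 20960 genes, and positions are those of the array annotation on NCBI build 37. Running minus control was tested with lmFit and eBayes of limma 3.58.1 in R 4.3.3, two-sided, with Benjamini-Hochberg adjustment over all probe sets and a threshold of 0.05, without a block or a filter, after the methods of the paper. Gene lists were tested with camera at a preset correlation of 0.01 over 1 probe set per gene, with an estimated correlation and fry beside it, and each list mean by exact permutation over all 84 ways to part 9 arrays into 3 and 6. Where the adjusted p is over the list alone, the adjustment takes the measured members only. Tables were prepared in Python 3.11.15 with pandas 2.3.3 and drawn with matplotlib 3.10.9.

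The design, the alternatives, 30 gene lists and the rule for named genes were fixed before the data were examined. The rule takes each gene of Fig. 5b and Il6, the 10 largest rises and 10 largest falls among genes past the threshold whose groups do not overlap (filled up by the smallest unadjusted p, said not to pass), in each list up to 4 members of smallest p, and for other cell types the 3 members of highest mean. The lists cover the genes of Fig. 5b, chemokines, chemokine receptors and adhesion, cytokines, interferon-stimulated genes, complement, osteoclast genes, collagens, collagen enzymes, matrix-degrading enzymes, proteoglycans, mechanoresponsive and immediate early genes, TGF-beta signalling, the cell cycle, mitochondrial respiration and markers of macrophages, neutrophils, T, NK and B cells, bone, cartilage, tendon, fibroblasts, muscle, fat, blood, vessels, nerve and skin. Gene Ontology terms of 10 to 500 genes, clock genes, Dcn, Myh4, Timp1, Ccnd1, Pycr1 and some alternatives were added after the data were seen.

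The scripts were tested on simulated data with the means and spreads of these arrays and 200 changed genes among 45037 probe sets. Limma called 49.3% of genes changed 1.5-fold, 98.5% of those changed 2-fold and 100% of those changed 4-fold, each in the right direction, with 10 false calls and with 0 calls when nothing was changed. Camera called the 1 list that was shifted and no other. The simulated arrays and probe sets varied independently, whereas the estimated correlation within the real lists reached 0.81 (mitochondrial respiration genes). These shares may therefore be too high, and the camera result does not carry over to correlated lists. Alternatives covered the mouse code as a random block or as an average, the mouse number as a block, cyclic loess, another variance prior, array weights, the muscle signal as a covariate, other ways to read a gene, other thresholds and tests, and each array left out in turn.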

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

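The weighing tests of this part, the choice of lists and genes that the paper does not discuss and the counts over other splits were chosen after the results were seen; the test of the clock genes other than Per1, Per2, Per3 and Hlf was written before those were looked at.

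Of 64 groups of 6 running arrays tested for an array far from the others, 5 held one, where chance gives about 3.2. Ccl2 was at 6.00 in R2R against 5.15 to 5.44 in the other running arrays, and Icam1 at 6.59 in R1R against 7.24 to 7.50. Cyp2d22 was at 7.80 in R3L1 against 7.11 to 7.31. In R2R the mean of interferon-stimulated genes was 6.93 against 6.01 to 6.33, and that of skeletal muscle markers 12.10 against 12.58 to 12.64.

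Some genes that the paper does not report were higher with running than in every control array. These are C1qtnf3 (log2 fold change 2.86), Cthrc1 (2.05), Actc1 (1.98), Postn (1.88), Col6a3 (1.23), Stmn1 (1.19), Birc5 (1.18) and Col8a1 (1.18), each past an adjusted p of 0.05 by limma. The sizes for C1qtnf3 and Birc5 are not exact, as their control signals lay toward the lower end of the arrays. Lists that camera placed higher and for whose members the text of the paper reports no expression include the collagens (median 0.63), cell cycle genes (0.36) and interferon-stimulated genes (0.20), with adjusted p = 0.0279, 0.110 and 0.442 with an estimated correlation.

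The count of 44 changed probe sets was reached by 2 of the 84 ways to part the arrays into 3 and 6, the real one included. If arrays of 1 mouse code come from 1 animal, they cannot be exchanged freely, and the 15 ways to part the codes are too few for a share under 0.05; with the mean per mouse code the real count was 0 by limma and the highest other 229 (2874 and 5636 at an unadjusted p of 0.05). The highest other count over arrays was 402, in the split that sets R3L1, R4L and R4R apart, which points to a structure of the samples besides the condition. For the 3 genes of Fig. 5b that rose it was the real split alone, 1 of 84, with 0 in the highest other, which decides nothing since the study chose these genes on these samples. For the 19 lists called by camera, 11 of 84 splits called as many or more and the highest other split called 23, so chance cannot be excluded for that count.

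Collagen genes were higher with running. A smaller share of muscle, whose markers Acta1, Mb and Tnnc2 had mean log2 signals of 14.32, 14.16 and 14.04, would raise the markers of other tissues alike. The collagen mean rose over that of endothelial and mural markers by 0.76 (exact two-sided permutation, p = 0.0119, 6 of 6 running arrays above all controls, and 0.78 over mouse codes, 95% interval 0.53 to 1.04). This cannot decide, because vessels of the muscle would be lost with it. The endothelial and mural mean itself differed by -0.13 (exact two-sided permutation, p = 0.107), and the mean of the muscle markers by -0.12 (exact two-sided permutation, p = 0.512). A larger share of tendon in the running samples stays open, since the collagen mean stood 0.22 over that of 12 other tendon markers without passing (exact permutation, p = 0.0833). These leave out the 4 brightest (Dcn, Fmod, Comp and Thbs4), whose signal near the upper end of the array could hide a rise, and hold Tnc and Lum, which the study chose; the difference was 0.35 without Tnc and Lum (exact permutation, p = 0.0595), 0.30 over all 16 (p = 0.0357; over mouse codes 95% interval -0.11 to 0.69) and 0.40 over 14 of these without Tnc and Lum (p = 0.0119; -0.065 to 0.81). A change of collagen expression in response to running stays open as well, as a hypothesis.

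Monocyte and macrophage markers, 1 of them chosen by the study, were higher with running by camera (adjusted p = 0.125 with an estimated correlation). Their mean rose over that of endothelial and mural markers by 0.61 (exact two-sided permutation, p = 0.0119, 6 of 6 running arrays above all controls, and 0.62 over mouse codes, 95% interval 0.22 to 1.01). This cannot decide on a smaller share of muscle, because vessels of the muscle would be lost with it. More blood or marrow in the running samples cannot be told apart, because only 4 neutrophil and 3 erythroid and blood markers lay above the median signal and the differences from them were 0.61 (exact permutation, p = 0.167) and 0.26 (exact permutation, p = 0.345), with the abundant neutrophil genes S100a8, S100a9 and Camp at mean log2 signals of 6.49, 5.99 and 5.79. Over all markers, most of them dim, the mean differed by -0.025 for 13 neutrophil and 0.015 for 12 erythroid and blood markers against 0.48 for macrophage markers. The differences were 0.51 (exact permutation, p = 0.0833) and 0.47 (exact permutation, p = 0.0476, and over mouse codes 95% interval -0.052 to 0.89). This does not decide on blood, since a rise of dim markers could be hidden. Over the brighter probe sets the erythroid and blood median was 0.24. This is the value of a single gene among those 3 markers, the transferrin receptor Tfrc, which did not pass (adjusted p = 0.772 from limma). The mean of the 4 brighter neutrophil markers differed by -0.13. Recruitment of these cells by running was not tested by these samples against more marrow in the dissection. The paper rests recruitment on other experiments as well, among them flow cytometry of TNF^∆ARE mice. There it reports more classical monocytes in synovium and tendon after running, with no change in the spleen. Those experiments were not analysed here.

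The running samples R3L1, R4L and R4R, whose codes read as mice 3 and 4, stood apart from the other 6 arrays in 402 probe sets by limma. Of these 64 were higher and 338 lower, and 0 are among the 44 changed with running. That overlap says little, as a probe set that splits the running arrays is hard to call between running and control. Without these 3 arrays 107 probe sets were called with running, 28 of them among the 44. Of 10 clock genes of the evening phase, Per1, Per2, Per3 and Hlf were seen first. In these 3 arrays they differed from the other 6 by -0.99, -1.27, -0.74 and -1.05 on the log2 scale. The other 6 genes, Dbp, Ciart, Tef, Nr1d2, Bhlhe41 and Nr1d1, differed by -0.66, -0.52, -0.33, -0.20, -0.051 and 0.30 in this split, picked as the one of most calls. Collection at another phase of the circadian clock may account for this, and would raise the clock genes of the opposite phase, whose mean over Arntl, Npas2, Clock, Nfil3 and Cry1 was higher by 0.43 than in the other 6 arrays (exact two-sided permutation, p = 0.190) and by 0.75 than in the other 3 running arrays, with the controls between them for Arntl. With Arntl at 1.30 and Cry1 at -0.72 the 5 genes went both ways, so a clock phase and another difference between these mice cannot be told apart. No biological explanation was tested, as both sets of running mice share the condition.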

How the results depend on the processing

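The settings that take only the brighter probe sets (those above the median), centre the arrays on them, or leave out R1R and R2R or R3L1, R4L and R4R together were chosen after the data were seen, as were the Gene Ontology terms; all others were planned. Of 128 named genes 121 kept the sign of their log2 fold change under each alternative run, and of 30 list medians 23. Over all alternatives, 2787 values of named genes held 146 lost calls, 62 new calls and 15 changes of sign, and 689 values of lists held 34, 18 and 31. The number of genes of Fig. 5b higher at an unadjusted p of 0.05 was 11 in each setting but 1, where it was 10 (R3L1, R4L and R4R left out). The study chose these genes on these samples, which each setting reuses, so this steady count is not independent evidence. The number past the adjusted threshold depends on the setting, and the cause was not tested. The 44 changed probe sets became 19 with the mouse code as a random block, 0 with the mean per mouse code (limma, 2874 at an unadjusted p of 0.05), 172 with the mouse number as a replicate block, 143 with array weights, 8 without R1R and R2R (the arrays of lowest Myh4, 7.98 and 8.73 against 10.48 to 13.47), 107 without R3L1, R4L and R4R, 429 at an unadjusted p of 0.01 with a 1.5-fold change and 4005 at an unadjusted p of 0.05, and 0 to 91 with each array left out. The share of higher calls, 93.2%, was 75.0% with the replicate block, 80.6% with the muscle signal as a covariate, 62.5% without R1R and R2R and 88.8% without R3L1, R4L and R4R. The 3 genes of Fig. 5b became 1 with the random block, 0 with the mean per mouse code, 5 with a trended and robust prior, 6 with array weights, 5 for the brighter probe sets, 5 centred on them, 1 without R1R and R2R, 10 by the exact Mann-Whitney test raw and 10 adjusted over the list, and 0 to 5 with each array left out. The 19 lists, among them the genes of Fig. 5b that the study chose on these samples, became 3 with an estimated correlation and were 17 to 21 with each array left out. Those 3 were the genes of Fig. 5b, the matrix-degrading enzymes and inhibitors, which hold 2 chosen genes, and the collagens, which hold 0. The residuals of same-numbered control and running arrays correlated from -0.33 to 0.31, so the numbers are only shared, and the replicate block by construction compares numbers 1 and 2 alone. Residuals of arrays with 1 mouse code correlated at -0.59 (C2), -0.033 (R2) and 0.16 (R4). The group mean was taken off first, which makes such values negative even for unrelated arrays, most of all among 3 controls. They therefore do not show that arrays of 1 code are unrelated, and limma's consensus estimate within mouse codes was 0.12. The filter on detection calls, the centring on probe sets present on all arrays and the workbook as another source of the values were not run, as its columns are not tied to samples. The signal limits the low end, where Il6 and several immune markers lie, and the upper end, where a rise of Dcn, Fmod, Comp or Thbs4 could be hidden.

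These values changed sign, among them Jchain, Slc4a1 and the median of B cell markers, which do so without C2L alone (0.015, 0.18 and 0.11). Ccl2 was 0.087 and became -0.039 with the muscle covariate, -0.088 without R1R and R2R and -0.039 to 0.14 with each array left out. Icam1 was 0.047 and became -0.14 with the replicate block and without R3L1, R4L and R4R and -0.012 to 0.17 with each array left out. Nfatc1 was 0.056 and became -0.097 at the probe set of smallest p and -0.034 to 0.18 with each array left out. Erbb3 was -0.13 and became 0.0098 as the mean of probe sets. Jchain was -0.48 and became -0.79 to 0.015 with each array left out. Slc4a1 was -0.45 and became -0.82 to 0.18 with each array left out. Trp63 was -0.10 and became 0.020 as the mean of probe sets and 0.093 at the probe set of smallest p. The median of neutrophil markers was -0.025 and became 0.019 with the mean per mouse code, 0.042 with array weights and -0.076 to 0.11 with each array left out. The median of B cell markers was -0.18 and became -0.27 to 0.11 with each array left out. The median of immediate early genes was 0.031 and became -0.068 with the replicate block and without R3L1, R4L and R4R, -0.011 over the brighter probe sets, -0.065 as the mean of probe sets, -0.15 at the probe set of smallest p and -0.0086 to 0.040 with each array left out. The median of skeletal muscle markers was -0.028 and became 0.0031 with cyclic loess, 0.033 with the muscle covariate and -0.13 to 0.030 with each array left out. The median of erythroid and blood markers was -0.011 and became 0.043 with the mean per mouse code, 0.049 with array weights, 0.24 over the brighter probe sets, 0.0082 centred on the brighter probe sets and -0.035 to 0.11 with each array left out. The median of Schwann cell and nerve markers was 0.050 and became -0.031 with the replicate block and without R3L1, R4L and R4R. The median of skin and keratinocyte markers was -0.019 and became 0.0040 with the replicate block and without R1R and R2R and without R3L1, R4L and R4R, 4.0e-04 centred on the brighter probe sets and -0.029 to 0.010 with each array left out.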

Differences from the paper's values

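In Fig. 5b the paper marks 14 of its 16 genes as higher in running C57BL/6 tendons. Of the 13 with a probe set of their own, 10 were higher by the exact two-sided Mann-Whitney test, the test named in its legend, 11 at an unadjusted p of 0.05 by limma and 3 at an adjusted p of 0.05. The marked genes that did not pass the Mann-Whitney test are Ccl2 (log2 fold change 0.087, exact p = 0.905), Icam1 (0.047, exact p = 0.548) and Thy1 (0.60, exact p = 0.167). The text also names Cxcl1 and Nfatc1 among the genes that increased, which the figure does not mark for C57BL/6; they had log2 fold changes of 0.11 (exact p = 0.381) and 0.056 (exact p = 0.512). At an adjusted p of 0.05 over all probe sets, Tnc and Loxl2, which the paper marks, were called with a trended and robust prior, with array weights, without R1R, over the brighter probe sets and centred on them (the last 2 chosen after the data were seen), and Lum with array weights, with the replicate block and without R3L1, R4L and R4R (the last chosen after the data were seen). Ccl8, Cfp, C1qtnf6, Bmp1 and Thy1 passed at an unadjusted p of 0.05 by limma and when adjusted over the list alone. No alternative run called Ccl2, Icam1, Cxcl1 or Nfatc1.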

Other observations

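The lists of this part were tested as planned; Ccnd1 and Pycr1 were chosen after their values were seen.

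Genes of cell division were higher in the running tendons by camera (adjusted p = 4.39e-14, and adjusted p = 0.110 with an estimated correlation). All 25 cell cycle genes had a positive log2 fold change (median 0.36), 1 passed an adjusted p of 0.05 by limma, namely Birc5, which encodes the mitotic protein survivin, and 12 were higher over the list alone. Mki67, the proliferation antigen, stood at 3.21-fold and Top2a, a DNA topoisomerase, at 2.36-fold (adjusted p = 0.0631 and 0.0726 from limma), with Cdk1 at 1.88-fold. The mean of the list was higher in 6 of 6 running arrays than in any control array (exact two-sided permutation, p = 0.0119). Their median signal of 4.98 lies below that of all probe sets, and Birc5, Mki67, Top2a and Cdk1 had control means of 3.25, 4.11, 4.28 and 4.59, toward the lower end of the arrays, so that these folds are not exact. Birc5 did not pass without C1R, C2L or C2R (adjusted p = 0.0986, 0.0847 and 0.182). Ccnd1, the G1 cyclin, rose 1.75-fold, and Pycr1, an enzyme of proline synthesis, 1.85-fold.

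Interferon-stimulated genes had a median log2 fold change of 0.20 over 19 genes, with 0 past the threshold by limma and 5 at an unadjusted p of 0.05, among them Oasl2 at 0.72 and Oas1a at 0.56. Camera placed them higher (adjusted p = 9.55e-04, and adjusted p = 0.442 with an estimated correlation), and their mean lay above all controls in 4 of 6 running arrays (exact two-sided permutation, p = 0.226; the median was 0.10 without R2R). Mitochondrial respiration genes had a median of -0.094 over 23 genes, 21 of them negative (camera adjusted p = 0.00995, and adjusted p = 0.622 with an estimated correlation; exact two-sided permutation, p = 0.500). Their camera call was lost without C1R, C2R, R2L or R2R, at medians of -0.015, -0.052, -0.056 and -0.034 (camera adjusted p = 0.490, 0.176, 0.0615 and 0.184), and the median was -0.25 without C2L.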
